# Mapping spatially resolved transcriptomes in human and mouse pulmonary fibrosis

**DOI:** 10.1038/s41588-024-01819-2

**Published:** 2024-07-01

**Authors:** Lovisa Franzén, Martina Olsson Lindvall, Michael Hühn, Victoria Ptasinski, Laura Setyo, Benjamin P. Keith, Astrid Collin, Steven Oag, Thomas Volckaert, Annika Borde, Joakim Lundeberg, Julia Lindgren, Graham Belfield, Sonya Jackson, Anna Ollerstam, Marianna Stamou, Patrik L. Ståhl, Jorrit J. Hornberg

**Keywords:** Respiratory tract diseases, Gene expression, Experimental models of disease, Translational research, RNA sequencing

## Abstract

Idiopathic pulmonary fibrosis (IPF) is a progressive lung disease with poor prognosis and limited treatment options. Efforts to identify effective treatments are thwarted by limited understanding of IPF pathogenesis and poor translatability of available preclinical models. Here we generated spatially resolved transcriptome maps of human IPF (*n* = 4) and bleomycin-induced mouse pulmonary fibrosis (*n* = 6) to address these limitations. We uncovered distinct fibrotic niches in the IPF lung, characterized by aberrant alveolar epithelial cells in a microenvironment dominated by transforming growth factor beta signaling alongside predicted regulators, such as TP53 and APOE. We also identified a clear divergence between the arrested alveolar regeneration in the IPF fibrotic niches and the active tissue repair in the acutely fibrotic mouse lung. Our study offers in-depth insights into the IPF transcriptional landscape and proposes alveolar regeneration as a promising therapeutic strategy for IPF.

## Abstract (web summary)

Spatially resolved transcriptome analysis of human and mouse idiopathic pulmonary fibrosis identifies disease-associated niches and a role for aberrant alveolar epithelial cells in human disease pathogenesis.

## Main

Idiopathic pulmonary fibrosis (IPF) is a chronic lung disease characterized by progressive and irreversible scarring of the lung. Treatment options are limited, and the development of new therapies is impeded by incomplete understanding of disease pathogenesis and translatability limitations of available preclinical models. Recent advances into mechanistic understanding of IPF pathogenesis reveal complex gene-environment interactions as key pathophysiological drivers^1–3^.

Single-cell studies have revealed IPF-associated cell states, including atypical epithelial cells, fibroblasts^4,5^ and profibrotic alveolar macrophages^6,7^. Interestingly, a novel *KRT5*^−^/*KRT17*^*+*^ aberrant basaloid (AbBa) epithelial cell population has been independently identified in multiple studies^4,5,8,9^, expressing epithelial, basal and mesenchymal markers and genes related to senescence and extracellular matrix (ECM) production. These cells probably originate from alveolar type 2 (AT2) or club cells^4,5,9,10^, but their role in the fibrotic microenvironment remains elusive. A closely related *Krt8*^*+*^ alveolar differentiation intermediate (ADI) cell population is present in the widely used mouse model of bleomycin (BLM)-induced pulmonary fibrosis^11^, which, in contrast to the IPF lung, features relatively rapid inflammatory onset, epithelial regeneration and fibrosis resolution^12^.

Although recent single-cell RNA sequencing (scRNA-seq) studies have substantially advanced our understanding of the IPF lung cellular composition^4–7,13–15^, they lack insights into tissue architecture and cellular interplay in a spatial context. Spatially resolved transcriptomics (SRT) enables RNA profiling of intact tissue^16–19^ and can illuminate dynamic cellular interactions in the lung^20–22^. However, a transcriptome-wide map of extensive areas of the fibrotic lung is currently missing.

We applied SRT to map the fibrotic lung in human IPF and the BLM mouse model. SRT was integrated with scRNA-seq data to characterize the AbBa cell microenvironment and delineate the dynamic crosstalk between alveolar epithelial cells, myofibroblasts, fibroblasts and profibrotic macrophages. These spatial atlases broaden our understanding of the IPF cellular interplay and unveil key convergent and divergent pathways in human IPF and the BLM mouse model.

## Results

### Spatial transcriptomics of healthy and IPF human lungs

We generated transcriptome-wide spatial profiles of freshly frozen human lung resection samples from four patients with IPF (IPF 1–4, collected during lung transplantation) and four subjects with no known lung disease (healthy controls (HCs) 1–4 and ‘B0’, collected postmortem) using the Visium Spatial Gene Expression platform (Fig. 1a,b and Supplementary Table 1). For each patient with IPF, three tissue blocks (‘B1’, ‘B2’ and ‘B3’) reflecting increasing extent of fibrotic injury within the same donor were selected (Fig. 1a and Extended Data Fig. 1a). The sample selection and study design are further described in Methods and Supplementary Note 1.

**Fig. 1:**
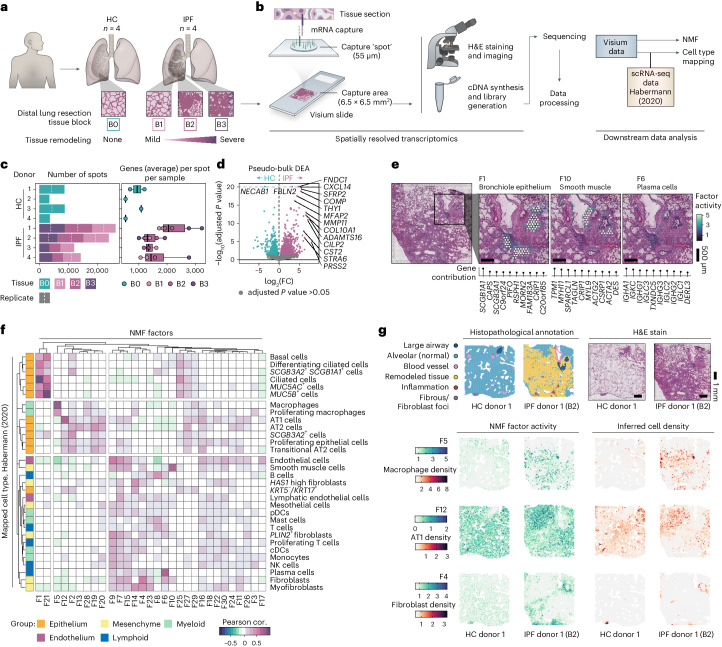
Spatial transcriptomic profiling of human pulmonary fibrosis. **a**, Tissue sections from distal lung resection samples from HCs (B0; *n* = 4) and patients with IPF (*n* = 4), were sectioned and analyzed using the Visium Spatial Gene Expression technology. Three tissue blocks exhibiting progressive tissue remodeling (B1–3) were selected from each IPF donor. **b**, Schematic illustration of the Visium workflow and subsequent data processing steps. NMF was used for dimensionality reduction, generating 30 distinct factors. Cell-type distributions were inferred through integration with a scRNA-seq dataset published by Habermann et al.^5^ (2020; GSE135893). **c**, Summarizing descriptions of the data, including the number of Visium capture spots per sample and the average number of unique genes detected per spot and sample. The box plot center line is the median, the box limits are the upper and lower quartiles, the whiskers are 1.5× interquartile range and the points are the value per Visium sample. **d**, Pseudobulk DEA comparing pooled HC and IPF Visium data per donor to identify significant DEGs between conditions based on data from entire tissue sections. **e**, Spatial distribution maps for selected NMF factors that correspond histological and/or transcriptional profiles of bronchiole epithelium (F1), smooth muscle (F10) and plasma cells (F6). **f**, Pearson correlation (cor.) heat map of NMF factor activity and inferred cell-type densities, using the Habermann et al. scRNA-seq dataset, across all spots in all samples. **g**, Example of histopathological annotations performed on sections from each HC and IPF tissue block based on the H&E-stained Visium sections. Visualizing spatial NMF activity and inferred cell-type densities showcases the colocalization of highly correlated factor-cell pairs. NMF, non-negative matrix factorization; pDC/cDCs, plasmacytoid/classical dendritic cells; NK cells, natural killer cells. Source data

A total of 255–444 million sequencing reads (average 349 million) per sample were generated (Supplementary Table 1). We analyzed an average of ~4,000 spots per tissue section (each spot representing a transcriptome of the mixture of cells in the tissue that covers the spot), capturing an average of >1,500 unique genes per spot (Fig. 1c). We observed a higher average number of genes per spot and transcript count levels in IPF samples compared with HC, probably due to disease-associated differences in cellular density between conditions. A pseudobulk differential expression analysis (DEA) between IPF and HC samples identified 1,469 differentially expressed genes (DEGs) (Fig. 1d), including genes associated with fibroblasts, previously reported to be upregulated in IPF (*FNDC1*, *COL10A1* and *THY1*)^23^, as well as matrix metalloproteinases^24^ and genes involved in IPF-associated signaling pathways (*SFRP2*, *WNT10A* and *TGFBI*)^25,26^ (Supplementary Table 2). While several upregulated genes in the IPF samples mapped to areas of remodeled fibrotic tissue, alterations were also seen in minimally remodeled alveolar tissue (Extended Data Fig. 1b). These areas were further examined by comparing annotated ‘alveolar’ or ‘fibrotic’ regions within the IPF samples to alveolar regions in the HC samples (Extended Data Fig. 2a,b and Supplementary Note 2). A high number of DEGs were found in fibrotic regions compared with IPF alveolar regions, with 95% of upregulated DEGs in IPF alveolar areas also found in fibrotic regions (Extended Data Fig. 2c and Supplementary Table 3). Among these, many DEGs displayed a relationship between expression and proximity to the fibrotic-alveolar interface (Extended Data Fig. 2d and Supplementary Table 3). At the fibrotic border, multiple chemokine ligands (*CCL18*, *CX3CL1*, *CXCL10* and *CXCL11*) displayed peaked expression that decreased into alveolar regions, suggesting recruitment of immune cells (for example, profibrotic macrophages) to the leading edge of fibrosis. Conversely, ECM-associated genes (*COL1A1*, *COL1A2* and *LUM*) had a decreased expression at the border, while expression was higher in the fibrotic and adjacent alveolar tissue (Supplementary Note 2).

#### Data deconvolution identifies structures and cell types

The data were deconvoluted into 30 ‘factors’ using non-negative matrix factorization (NMF)^27^ (Supplementary Table 4, describing associated genes, pathways and cell types). Each factor was driven by expression of covarying genes with little overlap observed between the top contributing genes for most factors (Supplementary Fig. 1b,c). These factors revealed signatures of distinct cell types and structures including mixed bronchiolar epithelial cell types (factor 1 (F1)), smooth muscle cells (F10) and plasma and B cells (F6) (Fig. 1e). The spatial distribution of cell-type densities was further inferred by integration^28^ with an IPF-derived scRNA-seq dataset^5^ (referred to as ‘Habermann’^5^). This revealed a distinct group (F1 and F21) that correlated with ciliated airway cell types, including basal cells, club cells, ciliated cells and *MUC5B*^*+*^ cells (Fig. 1f), in line with spatial mapping of F1 activity to bronchial epithelium. Other factors correlated specifically with the alveolar compartment (Fig. 1g), including alveolar macrophages (spatial overlap with F5), alveolar type 1 (AT1) cells (spatial overlap with F12 and annotated alveolar tissue) and AT2 cells. An additional group of factors corresponded to immune cells and stromal components, including lymphocytes, endothelial cells and fibroblasts (spatial overlap with F4 and areas labeled as fibrous or remodeled tissue). Several factors could not be clearly attributed to specific cell types or groups, probably representing a more complex mixture of cells, cell types not annotated in the reference dataset, and/or uncharacterized cell states. This included F16 in the alveolar compartment of HC and IPF lungs (Fig. 1f), dominated by prostaglandin signaling genes and AT1, AT2 and fibroblast markers (Supplementary Table 4).

#### Factor activity reveals pathways and cellular interactions

Further examination of factor distribution across samples revealed 11 factors that were more prevalent in IPF compared with HC (Fig. 2a and Extended Data Fig. 2e). These factors are associated with important IPF cell morphologies and processes, including ECM-related pathways, and overlapped regions of fibrosis (F4 and F14) or IPF ‘honeycomb’ formations (F5 and F21) (Fig. 2b). F5 displayed markers of dendritic cells and macrophages, while F21 presented a *MUC5B*-expressing airway epithelial signature (Supplementary Table 4). The F21 profile might reflect a previously identified *MUC5B*^+^, *BPIFB1*^+^ and *SCGB3A1*^+^ IPF-associated cell population^29^. In line with our SRT data, MUC5B expression has previously been localized to honeycomb cysts, and *MUC5B* polymorphisms have been linked to IPF risk^30^. F9 was unique to IPF lungs and characterized by genes related to oxidative stress, inflammation, ECM remodeling and vascular changes. It was moreover particularly present in IPF samples with less dense fibrosis (‘B1’), suggesting involvement in early-stage fibrotic processes (Supplementary Note 3).

**Fig. 2:**
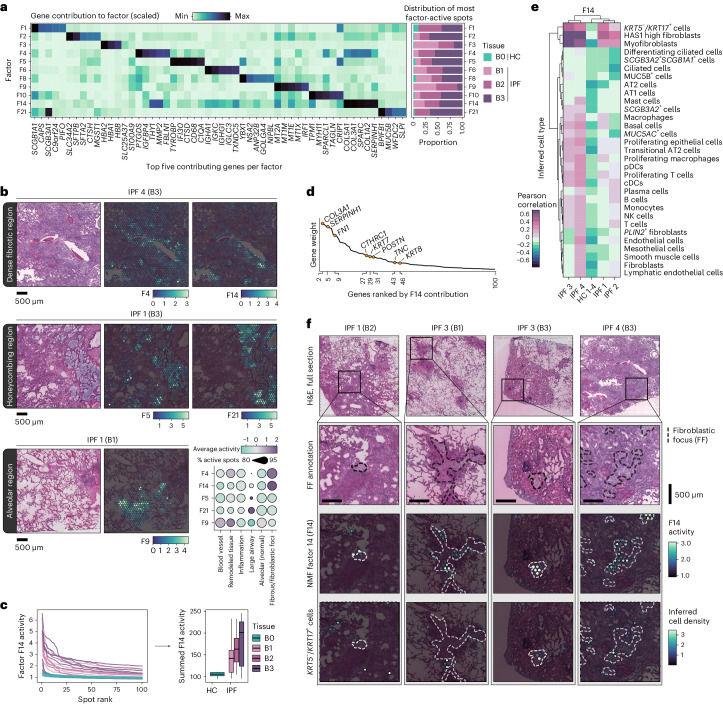
Disease-associated signatures revealed by NMF. **a**, NMF identified signatures over-represented in IPF tissue. Their relative contribution to each factor (scaled) is displayed for the top five contributing genes per factor, and the proportion of spots with the highest activity (99th percentile) by condition and tissue severity grade. **b**, Spatial representation of selected NMF factors across IPF lung sections, demonstrating distinct localization patterns that was observed across all IPF samples. F4 and F14 marked heavily fibrotic regions, F5 and F21 associated with honeycombing structures and F9 were seen in alveolar regions. The dot plot displays the average activity (scaled and centered) and detection rate (percentage of spots with increased activity) within the annotated histological regions across all tissue blocks. **c**, Activity profile of the top 100 ranked spots per sample based on F14 activity (line chart), highlighting a consistent distinction between HC and IPF tissue samples, further summarized by summing the F14 activity levels and grouped based on tissue remodeling extent (B0, *n* = 6; B1, *n* = 7; B2, *n* = 6; B3, *n* = 6) (box plot). The center line is the median, the box limits are the upper and lower quartiles and the whiskers are 1.5× interquartile range. **d**, Ranking of the top 100 genes for F14 based on gene weight (contribution) to the factor, with keratins, collagens and other fibrosis-related genes emphasized. **e**, Correlation heat map between F14 activity and densities of inferred cell types within spatial spots, capturing potential colocalization of F14 and cell types (strong correlation suggests spatial co-occurrence). **f**, Visualization of FF annotations, F14 activity and the distribution of inferred *KRT5*^−^/*KRT17*^+^ cells in selected samples and regions in all IPF donor lungs. Source data

Among the ECM/fibrosis-related factors, both F4 and F14 were notably active in IPF tissues, probably reflecting pathological remodeling (Fig. 2c and Supplementary Note 3). In addition to collagens and fibrosis-related genes, the F14 signature also included keratins such as *KRT7* and *KRT8* (Fig. 2d). F14 activity correlated with inferred cell-type densities of *KRT5*^−^/*KRT17*^+^ AbBa cells, myofibroblasts and the recently described *HAS1*-hi fibroblast subtype^5^, specifically in the IPF samples (Fig. 2e). One lung (IPF donor 2) demonstrated a less pronounced correlation between F14 activity and the *KRT5*^−^/*KRT17*^+^ AbBa cell type. This deviation may stem from donor heterogeneity in cellular composition of the studied samples or more general variation in disease manifestations between patients.

Visual inspection confirmed that F14-positive spots coincided with the correlated cell types and revealed that F14 activity spatially aligned with fibroblastic foci (FF) (Fig. 2f), a histological feature of active tissue remodeling^21,31,32^. In many instances, spots with elevated *KRT5*^−^/*KRT17*^+^ AbBa cell densities appeared to be situated along the FF borders, confirming the previously proposed positioning of these cells within the fibrotic human lung^4^. Importantly, our NMF approach thus identified a signature encompassing the *KRT5*^−^/*KRT17*^+^ AbBa cell type independently of scRNA-seq data, placed in its spatial histological context across IPF samples.

### Characterization of the AbBa niche in IPF

To better understand the cell-type heterogeneity in F14, we isolated its most active spots (denoted F14^hi^) and identified five distinct subclusters, F14^hi^ C0–C4 (Fig. 3a and Extended Data Fig. 3a). Defining genes of C0 corresponded to markers of the *KRT5*^−^/*KRT17*^+^ AbBa cell type (for example, *PRSS2* and *KRT7*)^5^, characteristically devoid of the basal cell marker *KRT5*. The remaining four F14^hi^ clusters expressed genes corresponding to fibroblasts and myofibroblasts (C1 and C2), macrophages (C3) and basal and secretory airway epithelial cells (C4). Based on the marker gene profiles, C1 and C2 appeared to represent fibrotic populations with distinct roles. C1 displayed a matrix deposition and scar formation profile whereas C2 had markers indicative of stress responses (metallothioneins), immune modulation (*CCL2* and *FCN3*) and vascular interactions (*ENG* and *THBD*), probably reflecting diverse fibroblast phenotypes within the fibrotic niche of the IPF lungs. F14^hi^ C0 was markedly present in three out of four IPF donors (lowly abundant in donor 2), consistent with AbBa cell detection rates from prior scRNA-seq studies^4,5^ (Supplementary Note 4 and Supplementary Fig. 2). Upon visual inspection, C0 spots were often seen to colocalize with edges of FF (Fig. 3b and Extended Data Fig. 3b). Histopathological annotations of FF-overlapping spots were used to compute the overrepresentation of each F14^hi^ cluster at a distance to the FF borders (Extended Data Fig. 3c,d). This revealed significant enrichment of cluster C0 around the edges and within the FF (Extended Data Fig. 3e). Given the multicellular resolution of Visium, it is challenging to capture the precise lining of FF; however, our results support previous reports of AbBa cell localization at the FF periphery^4,5^. In comparison, the cluster marked by fibroblast genes (C1) was highly concentrated within the FF.

**Fig. 3:**
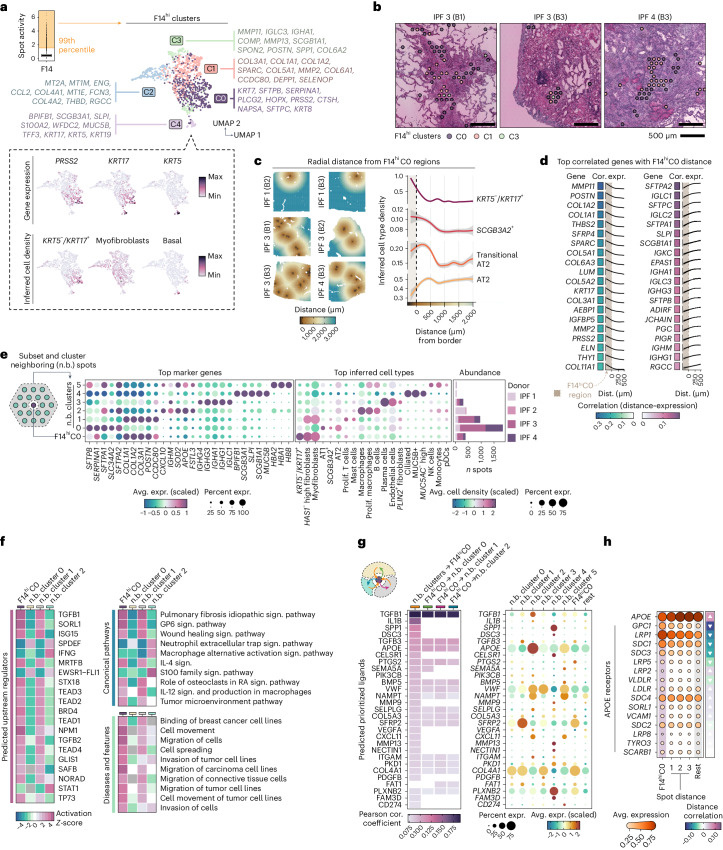
Cellular and molecular deconvolution of the AbBa niche. **a**, Clustering of the 99th percentile of F14 active spots (F14^hi^; yellow shaded area) into five clusters (F14^hi^C0–4), visualized in the UMAP space with the top gene markers listed and expression of AbBa cell markers *PRSS2* and *KRT17* and basal cell marker *KRT5*. The box plot center line is the median, the box limits are the upper and lower quartiles and the whiskers are 1.5× interquartile range. **b**, Spatial location of F14^hi^ clusters within FF in representative IPF tissue sections. **c**, Inferred cell-type densities around F14^hi^C0 boundaries (dashed line), with radial distance. The distance below zero indicatesF14^hi^C0 positive spots (shaded area). **d**, Pearson correlation (cor.) and gene expression (expr.) of top 20 genes (positive and negative) across a 0–500 µm distance (dist.) radius from the F14^hi^C0 border. **e**, Clustering of neighboring F14^hi^C0 spots (~200 µm) into six clusters (n.b. cluster 0–5) with average expression (avg. expr.) of top marker genes and selected average inferred cell-type densities highlighted in the dot plot. The bar chart displays distribution per donor. **f**, Enrichment analysis (IPA) of n.b. clusters 0–2 using marker genes (adjusted *P* < 0.05). The heat maps display activation *Z*-scores of top predicted upstream regulators enriched pathways and diseases and functions. **g**, NicheNet analysis of cell–cell communication showing prioritized ligands acting upon F14^hi^C0 and n.b. clusters 0–2 regions (left) with their average expression (avg. expr.) levels (right). **h**, Average expression of *APOE* and its receptors across F14^hi^C0 and over radial distance (three spots, ~300 µm) and background expression in remaining spots (‘rest’). The directional arrows show correlation (Pearson) trends across spot distance. Prolif. T cells, proliferating T cells; Sign. pathway, signaling pathway. Source data

### Crosstalk and signaling in the AbBa microenvironment

We found a higher abundance of AT2 cells and transitional AT2 cells around the F14^hi^C0 AbBa niche, compared with more distant regions (Fig. 3c). Notably, the density of transitional AT2 cells peaked slightly closer to the AbBa niche than AT2 cells, suggesting a possible differentiation lineage from AT2 to transitional AT2 cells and toward AbBa cells, consistent with a previously proposed cell trajectory^5^, captured in space. Additionally, the proximity of *SCGB3A2*^+^ secretory cells to F14^hi^C0 spots aligns with previous findings suggesting them as another potential source for AbBa cells^5,29^.

We observed a decline in matrix remodeling and fibrosis-associated genes (for example, *MMP11*, *POSTN* and *COL1A2)* with increasing distance from F14^hi^C0 (Fig. 3d), indicating elevated fibrotic activity around AbBa cells. Conversely, genes linked to alveolar function and immune response (for example, *SFTPA2*, *SFTPC* and *SLPI)* showed lower expression within C0 compared with its immediate surroundings. A group of immunoglobulin-related genes (for example, *IGLC1*, *IGKC* and *PIGR*) were expressed near AbBa cell-dense areas but not within, implying a differential immune response or possible exclusion of certain immune elements from the AbBa microenvironment.

Analysis of areas neighboring (n.b.) the F14^hi^C0 spots identified subclusters containing alveolar epithelial cells (n.b. cluster 0), fibroblasts/myofibroblasts (n.b. cluster 1), alveolar macrophages (n.b. cluster 2) and plasma cells (n.b. cluster 3) (Fig. 3e), allowing us to study regulatory molecules and signaling within and between clusters. Upstream regulator and pathway enrichment analyses predicted upstream activation in F14^hi^C0 and n.b. cluster 1 of molecules (including TGF-β1, TGF-β2, MRTFB, TEAD1-4 and ISG15) known to be involved in fibrosis (Fig. 3f and Supplementary Table 5). The canonical profibrotic cytokine transforming growth factor beta (TGF-β) (encoded by *TGF-β1*, *TGF-β2* and *TGF-β3*) plays an important role in IPF^25,33^ and has been implicated in ADI cell formation and inhibition of differentiation toward AT1 cells^34^. MRTFB regulates myofibroblast differentiation^35^, while TEAD family members (part of YAP/TAZ coactivator complex) are key effectors of profibrotic pathways including Hippo, TGF-β and WNT signaling^36–38^, implicated in tissue regeneration and fibrosis^26,39^. ISG15, a modulator of p53, has been implicated in age-related signaling pathways^40^. Enrichment of IPF-, glycoprotein VI (GP6)- and wound-healing signaling pathways, along with pathways associated with cell movement and migration, further supports an active fibrogenic node.

Prediction analysis of ligand–target interaction^41^, with directional information preserved (Methods), identified further cell–cell communications within the F14^hi^C0 microenvironment, including TGFB1, IL1B and SFRP2 (Fig. 3g and Supplementary Table 5). *SFRP2* (a WNT signaling modulator) expression distinctly originated from the neighboring fibroblast cluster, implicating potential autocrine and paracrine WNT signaling between (myo)fibroblasts, alveolar epithelial and AbBa cells. The predicted ligand apolipoprotein E (encoded by *APOE*) was highly expressed in the macrophage cluster, alluding to a monocyte-derived and M2-like profile of the neighboring macrophage population^42,43^. By analyzing the expression of all annotated APOE receptors across the F14^hi^C0 region distance, we identified an inverse expression pattern between *APOE* and several of its receptors (Fig. 3h). Glypican 1 (encoded by *GPC1*), LDL receptor-related protein 1 (*LRP1*) and syndecan 1 (*SDC1*) were more highly expressed within, and in close proximity to, the F14^hi^C0 region. These observations suggest a potentially under-recognized role for apolipoprotein signaling within the AbBa cell fibrotic niche in IPF.

### Spatial transcriptomics in a mouse model of pulmonary fibrosis

The BLM mouse model is the most established preclinical model for pulmonary fibrosis^44,45^. To increase understanding of the translational predictivity of this model for human IPF, we generated SRT data from mouse lung samples collected at day 7 (d7) and day 21 (d21) following single-dose BLM or saline (vehicle) administration (Fig. 4a, Extended Data Fig. 4a and Supplementary Table 6). These time points were selected to cover the acute inflammatory and early fibrogenic phase (d7), as well as the established fibrotic stage (d21) (Supplementary Notes 5 and 7).

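The mouse data analysed here are 24 Visium sections from 18 animals on 6 slides: 6 BLM and 3 vehicle animals at each day. BLM animals 4 to 6 of each day gave 2 sections, whose counts were added, so that the animal is the replicate and each comparison of a day rests on 6 against 3. The authors mapped the reads to mm10 with Space Ranger, and the deposited values are UMI counts per gene and spot. Of 95190 spots marked as tissue, 93953 had at least 300 UMIs and at most 30% mitochondrial and 30% hemoglobin counts. In all 14929 genes were kept after a minimum of 100 UMIs and 5 spots and a restriction to the gene biotypes that the paper kept. Counts per animal were tested with edgeR (quasi-likelihood, two-sided), with adjusted p below 0.01 as the call. Means per animal were compared by exact two-sided permutation of animals, which for 6 against 3 has 84 splits and a smallest p of 0.0119. No single-cell reference or histological annotation was used here. Cell types are therefore read through lists of 3 to 6 marker genes, and a spot is a region that holds several cells. These tests, lists and thresholds were fixed before the data were examined. The threshold for the gene counts was chosen from the part of the paper's own results held here, as the nearest to its stated counts. Animals were assigned to days by the section titles, which carry the animal names of the paper; in 16 of the 24 sections a second label names the other day.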

**Fig. 4:**
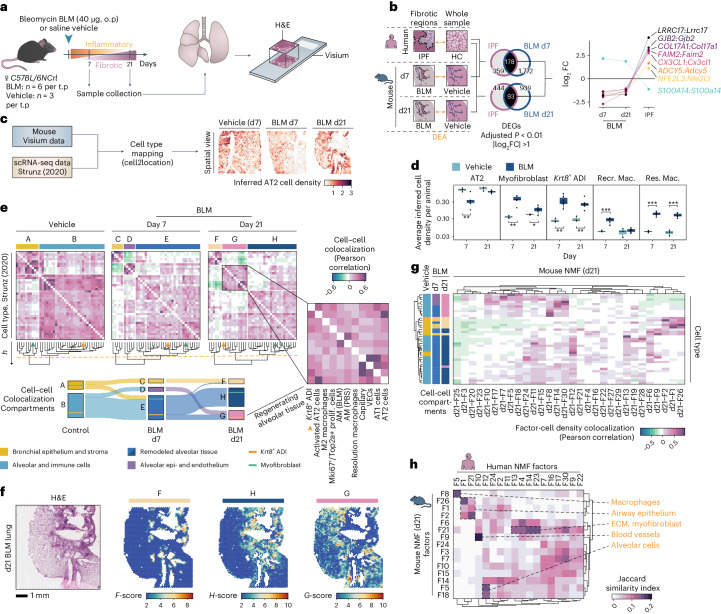
Comparative spatial analysis of pulmonary fibrosis in mouse and human. **a**, Study design for the mouse BLM lung injury model, analyzing lungs collected at days 7 (d7) and 21 (d21) post oropharyngeal (o.p.) administration (*n* = 6 for BLM, *n* = 3 for vehicle per time point (t.p.)), used for Visium experiments. **b**, DEA of fibrotic regions in human IPF and BLM-treated mice versus controls, with Venn diagrams of DEGs unique and common to human IPF and mouse BLM at d7 or d21 and highlighting genes with inverse expression patterns. **c**, Integration of Visium and scRNA-seq data (Strunz et al.^11^; GSE141259) to infer spot cell-type densities, exemplified by inferred AT2 density. **d**, Averaged cell-type abundance per animal, comparing time points and treatments for selected cell types (Welch two sample *t*-test, two-sided; *n*_Vehicle_ = 3 and *n*_BLM_ = 6, per time point). *P < 0.05, **P < 0.01 and ***P < 0.001 (AT2, d7: *P* = 0.0036; myofibroblast, d7: *P* = 0.0011, d21: *P* = 0.0306; *Krt8*^+^ ADI, d7: *P* = 0.0042, d21: *P* = 0.0045; Recr. Mac., d7: *P* = 0.0006; Res. Mac: d7: *P* < 0.0001, d21: *P* < 0.0001). The center line is the median, the box limits are the upper and lower quartiles, the whiskers are 1.5× interquartile range and the points are the value per animal. **e**, Cell–cell correlation heat maps display cellular colocalization compartments (defined by tree height cutoff, *h* = 1.5, orange dashed line) across condition and time point. The Sankey diagram illustrates cell type shifts within compartments from vehicle to BLM d7 to BLM d21, with *Krt8*^+^ ADI (orange line) and myofibroblast (green line) populations highlighted. **f**, Computed compartment scores (F–H) based on cell-type densities for a BLM d21 lung section. **g**, Correlation (Pearson) of BLM d21 NMF factor activity and cell-type densities in all spots. The cell-type group colors match their respective compartments (A–H) from prior analysis. **h**, Comparison between human and mouse d21 NMF analyses using the top 100 factor-driving genes, filtered for factor pairs with a Jaccard index >0.1 to highlight major overlaps. AM, alveolar macrophages; Recr. Mac., recruited macrophages; Res. Mac., resolution macrophages; VECs, vascular endothelial cells; Prolif., proliferating. Source data

A total of 151–571 million sequencing reads (average 325 million) per sample were generated (Supplementary Table 6). 

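After filtering, the vehicle animals hold 12636550 to 19330271 UMIs each at d7 (median 18063352) and 18268948 to 24055502 at d21 (median 20151621). BLM animals hold more: 30448847 to 44860676 at d7 (median 3.56e+07) and 21767736 to 58684785 at d21 (median 3.90e+07), partly because 3 of the 6 per day have 2 sections. Depth per spot also differs by group. The medians of the animals run from 1784 to 3559 UMIs per spot in vehicle d7 and from 3006 to 4283 in vehicle d21, against 3339 to 7837 in BLM d7 and 3385 to 8412.5 in BLM d21. Spots per group number 12436 (vehicle d7), 12244 (vehicle d21), 35401 (BLM d7) and 33872 (BLM d21), and 5.59% of all kept spots hold fewer than 1000 UMIs.

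**Figure D1:**
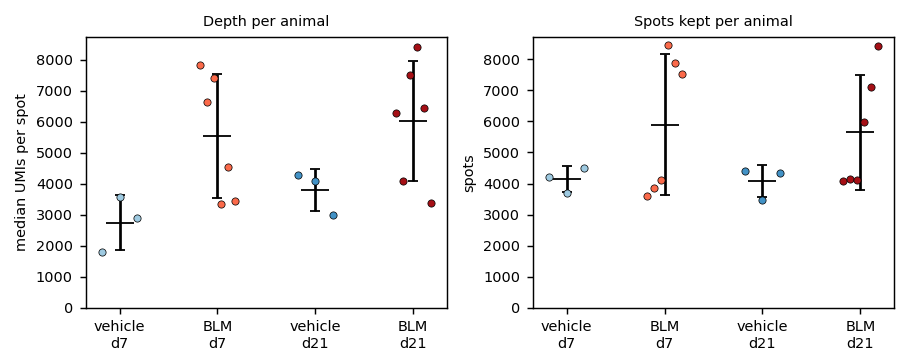
Median UMIs per kept tissue spot (left) and number of kept spots (right) for each animal, by treatment and day. Each point is 1 animal, and bars are the mean and SD; BLM animals 4 to 6 of each day combine 2 sections.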

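Without the histological annotation, matrix expression gives a stand-in for damaged tissue that is not the authors' measure. An ECM score per spot was taken as the mean ln(1 + counts per 10000) of Col1a1, Col1a2, Col3a1, Fn1 and Sparc, and a spot was called ECM-high above the 95th percentile of the vehicle spots of the same day. At d7 the ECM-high share was 86.5% (SD 11.1) of spots in BLM animals against 5.00% (SD 1.06) in vehicle animals, a difference of 81.5 percentage points. At d21 it was 48.8% (SD 15.8), from 22.7% in BLM animal 6 to 69.6% in BLM animal 3, against 5.00% (SD 2.75). In both days no vehicle animal reached any BLM animal (exact two-sided permutation p = 0.0119, 6 against 3). The 5.00% of vehicle is set by the threshold, so the fact measured is the share in BLM. Of the settings tried, a threshold at the 99th percentile moved d21 most: 13.9% against 0.995% (p = 0.0238, exact permutation).

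**Figure D2:**
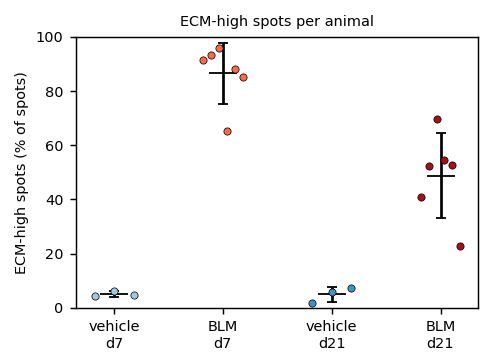
Share of kept spots per animal whose ECM score lies above the 95th percentile of same-day vehicle spots. Points are animals, 6 BLM and 3 vehicle per day; bars are the mean and SD.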

Healthy alveolar regions accounted for 80–90% and 30–50% of the total number of spots in saline and BLM-challenged lungs, respectively. Remaining spots in the BLM-challenged samples were labeled as areas of tissue damage or remodeling (Extended Data Fig. 4b). 

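The authors' DEG counts rest on pseudobulk per animal with treatment as the only term of the model, the design also used here. With edgeR, 1793 of 14929 genes differed at d7 (995 up, 798 down in BLM) and 2402 at d21 (1229 up, 1173 down). DESeq2 on the same counts called 3118 and 3897; all but 4 of the 1793 genes are among its d7 calls. At unadjusted p below 0.05 edgeR gives 5561 and 6764 genes. In 4981 genes at d7 and 4372 at d21 the ranges of BLM and vehicle animals do not overlap, where chance gives 2.38%; 1498 and 2222 of the called genes are among them. The vehicle animals weigh heavily in these numbers: without vehicle replicate 3 the d7 count is 615, and without vehicle replicate 2 the d21 count is 1251. The days share 810 called genes, 808 of them with the same sign, and the log2 fold changes of the 2 days correlate with r = 0.677 across genes, which are not independent replicates. Slide as a block gives 3558 at d7 and 2299 at d21. With only the sections whose 2 labels agree on the day, 183 and 4 genes are called, but these are 3 BLM animals against 1 vehicle animal at each day, so the fall says nothing about the labels. A direct test of whether the BLM effect differs between days calls 95 genes (64 more positive at d21, 31 more negative). That number depends on which animals are in: without replicate 3 of each group, which leaves 14 animals, edgeR calls 0 genes (1891 at unadjusted p below 0.05) and DESeq2 170. Among the matrix and macrophage genes that the paper names for mouse, at d7 Spp1 rose by a log2 fold change of 3.91 (SE 0.30, adjusted p = 6.2e-05; mean 1834 CPM in BLM and 98.9 in vehicle), Tnc by 3.47 (SE 0.29, adjusted p = 8.0e-05) and Fn1 by 2.57 (SE 0.28, adjusted p = 0.00025). At d21 their values were 3.34 (SE 0.28), 2.45 (SE 0.33) and 1.67 (SE 0.20). Col1a1 rose at d7 (1.75, SE 0.26, adjusted p = 0.00115) and was not called at d21 (0.58, SE 0.22, adjusted p = 0.0586). Of the 23 named genes, 17 at d7 and 14 at d21 are called, and 18 and 20 when adjusted over the list alone; the authors chose that list on these same animals, so the second count is not independent evidence.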

A pseudobulk DEA between BLM and vehicle controls identified 3214 and 3787 DEGs at d7 and d21, respectively (Extended Data Fig. 4c).

#### Comparative analysis of gene expression and cellular composition of pulmonary fibrosis in mice

We identified DEGs in annotated fibrotic areas compared with control samples in the mouse model and analyzed their overlap with DEGs in human IPF (Fig. 4b and Supplementary Table 7). 

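For the fibrotic areas the ECM-high spots of each BLM animal were summed and set against all spots of each vehicle animal. At the paper's threshold of adjusted p below 0.01 and an absolute log2 fold change above 1, edgeR called 1323 of 14924 genes at d7 (810 up, 513 down) and 969 at d21 (539 up, 430 down). The 5 genes that define the score are left out of these numbers. DESeq2 gave 1621 and 1038. Vehicle replicate 3 carries much of the d7 number, which is 749 without it; vehicle replicate 2 does too (863 without it). Compared within BLM lungs, ECM-high against the other spots of the same animals, 1210 genes were called at d7 (150 up, 1060 down) and 575 at d21 (51 up, 524 down). Only the mouse side of the overlap was analysed here.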

Numerous DEGs overlapped between mouse and human (178 between IPF and d7 BLM fibrotic regions and 93 between IPF and d21 BLM), with eight DEGs displaying contrasting fold-change directionality. 

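Col17a1, Cx3cl1, S100a14 and Faim2 can be followed on the mouse side in the ECM-high spots of BLM animals (6) against vehicle animals (3), with edgeR adjusted p values. Col17a1 (chr19:47646344-47692094) is lower, by a log2 fold change of -1.53 at d7 (SE 0.39, adjusted p = 0.0140) and -0.97 at d21 (SE 0.25, adjusted p = 0.00994); it is a sparse gene, at 3.34 CPM in vehicle d7. Cx3cl1 (chr8:94772009-94782427) falls by 1.38 (SE 0.22, adjusted p = 0.00115) and 1.01 (SE 0.08, adjusted p = 4.8e-06). Faim2 (chr15:99497012-99528165) falls by 2.12 (SE 0.22, adjusted p = 0.00015) and 1.20 (SE 0.17, adjusted p = 0.000218). S100a14 (chr3:90526856-90528837) moves the other way, up 2.12 (SE 0.24, adjusted p = 0.000231) and 1.81 (SE 0.30, adjusted p = 0.00078). Whole-lung pseudobulk gives the same directions in all 8 comparisons, which at d7 follows from most BLM spots being ECM-high. Within BLM lungs, ECM-high against the other spots, none of the 8 differences is called (-0.24 for Cx3cl1 to 0.30 for S100a14, both at d7); 6 keep the direction, and Faim2 (0.09) and Col17a1 (0.11) at d21 do not. The authors compare these signs with those in IPF fibrotic regions, which were not analysed here, and propose that the genes play divergent roles in the 2 species.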

Among the latter, most are involved in ECM organization (*COL17A1* (ref. ^46^)), inflammatory signaling (*CX3CL1* (ref. ^47^)) and apoptosis regulation and cellular adhesion (*S100A14* (ref. ^48^) and *FAIM2* (ref. ^49^)). While these genes may play a role in fibrosis in both conditions, the inverse expression patterns suggest divergent roles in human IPF and the mouse BLM model.

Cell-type deconvolution was performed using a lung scRNA-seq dataset generated in the BLM mouse model^11^ (referred to as ‘Strunz’^11^). Spatial visualization of cell-type densities demonstrated accurate mapping to relevant tissue regions, where alveolar epithelial cells were inferred in healthy alveolar tissue (Fig. 4c). 

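Marker genes give a coarser view of the same mapping. In vehicle lungs the spot scores of the AT1 list (Ager, Hopx, Rtkn2, Aqp5, Akap5) and the AT2 list (Sftpc, Lamp3, Abca3, Slc34a2, Etv5, Sftpa1) correlate over spots with a mean r of 0.251 (SD 0.033, 6 animals), and the AT1 and capillary lists with 0.247 (SD 0.031). In BLM lungs the AT1 and AT2 lists share spots more closely: r = 0.392 (SD 0.072) at d7 and 0.361 (SD 0.068) at d21, each outside the vehicle range (exact two-sided permutation p = 0.00216, the smallest p of 6 against 6 animals, adjusted p = 0.00541 over 45 comparisons). For AT1 and capillary lists no change was found (p = 0.810 at d7 and 0.0887 at d21, exact permutation).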

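As pseudobulk scores (mean log2(CPM + 1) over a list, 6 BLM against 3 vehicle animals), the resolution macrophage list (Spp1, Gpnmb, Trem2, Msr1, Mmp12) rises most. It stands at 7.14 (SD 0.22) against 3.44 (SD 0.06) at d7, a difference of 3.70, and at 6.46 (SD 0.25) against 3.47 (SD 0.08) at d21, a difference of 2.99. The Krt8 ADI list (Krt8, Cldn4, Sprr1a, Itgb6, Areg, Hbegf) rises by 1.64 at d7 and 0.99 at d21, and the myofibroblast list (Postn, Cthrc1, Aspn, Tnc, Ltbp2) by 1.60 and 1.20. All 6 differences have an exact two-sided permutation p of 0.0119 and an adjusted p of 0.0238 over the 20 tests of 10 lists and 2 days. T cell genes rise at d7 by 0.90 (p = 0.0119) and at d21 by 0.53 (p = 0.0595, exact permutation), and the B list does not change (p = 0.548 and 0.726, exact permutation). The ciliated list is lower by 0.48 at d7 (exact permutation p = 0.0119, adjusted p = 0.0238) and by 0.37 at d21 (p = 0.0476, adjusted p = 0.0733). Neither ciliated call holds without the list's highest-expressed gene, and the authors' ciliated densities do not differ (p = 0.667 and 0.571, exact permutation). The fibroblast list is lower at both days and called at d21 only, by 0.30 (exact permutation p = 0.0476, adjusted p = 0.0733), a call that is lost without BLM replicate 3 (p = 0.0536) or 4. The alternative that moved the family most is TMM scaling, which takes the d7 fibroblast difference from -0.40 (p = 0.119) to -0.70 (p = 0.0119, exact permutation). Scgb1a1 takes 18.2% to 29.8% of the counts of vehicle d7 animals and 3.59% to 7.04% in BLM d7. In plain CPM this lowers every other gene in vehicle d7, so d7 rises in BLM may be overstated and d7 falls understated. Changes between days carry the same offset. The genes of the Krt8 ADI list move unequally: from vehicle to BLM at d7 Sprr1a goes from 4.65 to 43.6 CPM and Cldn4 from 7.50 to 48.9 CPM, while Krt8 itself (chr15:101996698-102004482) has a log2 fold change of 0.48 at d7 (SE 0.15, edgeR adjusted p = 0.0442) and 0.53 at d21 (SE 0.12, adjusted p = 0.00715). Krt17 had 0 counts in vehicle d7 and 258 in BLM d7 animals, at least 19.9-fold higher against a floor of 3 counts over the group.

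**Figure D3:**
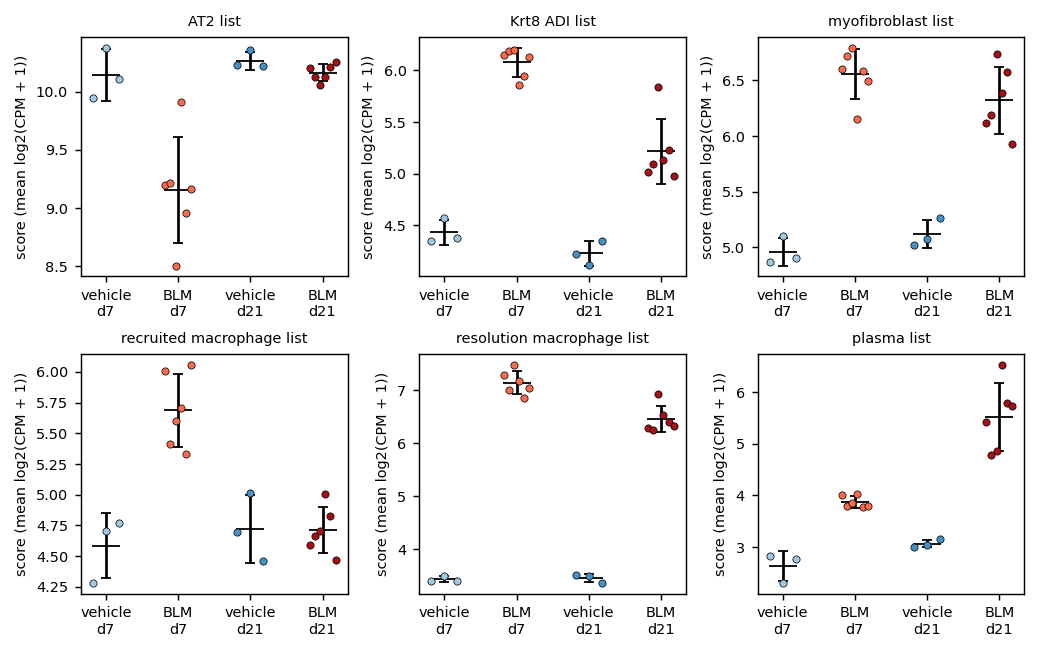
Pseudobulk marker scores per animal (mean log2(CPM + 1) over the genes of a list) for vehicle and BLM animals at d7 and d21. Points are animals, 3 vehicle and 6 BLM per day; bars are the mean and SD.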

Pronounced differences in cell-type densities were observed between BLM and vehicle groups, including for resolution (M2-polarized) macrophages and *Krt8*^+^ ADI cells (Fig. 4d). AT2 cell abundance decreased at d7 but showed recovery by d21. 

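The AT2 list scored 9.16 (SD 0.45) in BLM and 10.14 (SD 0.22) in vehicle animals at d7, lower by 0.98 with no overlap of animals (exact two-sided permutation p = 0.0119, 6 against 3, adjusted p = 0.0238). At d21 the scores were 10.16 (SD 0.07) and 10.27 (SD 0.08), a difference of -0.11 (p = 0.0833, exact permutation). Recovery needs a test of the change between days: the BLM effect moved by 0.88 towards vehicle from d7 to d21 (p = 0.0131 over 18480 arrangements of the day within treatment, exact permutation, adjusted p = 0.0437 over 10 lists). Whether recovery is complete depends on the setting, since the d21 difference is called with TMM factors (-0.16, p = 0.0357) and without the list's highest-expressed gene (-0.19, p = 0.0119, exact permutation). In the authors' own d21 densities the AT2 mean is 0.597 in BLM and 0.731 in vehicle animals, with p = 0.0357 by exact permutation. The AT1 list fell less at d7 (-0.45, p = 0.0357) and not measurably at d21 (-0.05, p = 0.560, exact permutation). The d7 AT1 call is lost without BLM replicate 3 (p = 0.0714, exact permutation). Its genes move unequally from vehicle to BLM. Aqp5 rises from 185 to 243 CPM at d7 and from 217 to 344 at d21, and Ager is nearly level at d21 (1802 and 1841). Hopx falls from 1068 to 643 and from 1298 to 850, and Rtkn2 and Akap5 are lower at both days. In the authors' densities AT1 is lower at both days, 0.207 in BLM and 0.392 in vehicle at d7 (p = 0.0119) and 0.274 and 0.422 at d21 (p = 0.0238, exact permutation). The paper concludes that AT2 cells decline and then recover, from densities per animal compared with vehicle at each day.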

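The recruited macrophage list (Ccr2, Ly6c2, Plac8, Ms4a4c, Arg1) scored 5.69 (SD 0.30) in BLM d7 animals and 4.59 (SD 0.26) in their vehicle, a rise of 1.10 (exact two-sided permutation p = 0.0119, 6 against 3). At d21 the scores were 4.71 (SD 0.19) and 4.72 (SD 0.27), a difference of -0.01 (p = 0.917, exact permutation). Between the days the BLM effect fell by 1.11 (p = 0.00216, adjusted p = 0.0114, exact permutation). Resolution macrophage genes fell by 0.71 between days (p = 0.00227, exact permutation) and remained far above vehicle. Chemokine genes changed in the same sense, with a BLM effect more negative at d21 for Cxcl10 (log2 difference -3.12, SE 0.60, edgeR adjusted p = 0.00988) and Ccl7 (-2.88, SE 0.54, adjusted p = 0.00955); without replicate 3 of each group neither is called (adjusted p = 0.179 and 0.0724).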

The apparent influx of recruited (proinflammatory) macrophages at d7 normalized by d21, confirming resolution of acute inflammation.

#### Dynamic lung tissue remodeling in response to BLM in mice

Colocalization analysis revealed dynamic spatial compartmentalization of cell types within spots, capturing the spatiotemporal dynamics of fibrogenesis and indicating lung tissue remodeling in response to BLM injury (Fig. 4e). In vehicle control lungs, we identified two compartments consisting of bronchial epithelial (A) and alveolar (B) tissue, outlining the uninjured lung architecture. 

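Compartments were approached through fixed pairs of marker lists: the Pearson correlation of 2 spot scores within a section, averaged per animal and compared by exact two-sided permutation between BLM (6) and vehicle animals of both days (6). Airway lists define the clearest unit: ciliated and club scores correlate with r = 0.364 (SD 0.072) in vehicle, 0.613 (SD 0.099) in BLM d7 (p = 0.00216) and 0.538 (SD 0.062) in BLM d21 (p = 0.00433). At d7 myofibroblast genes join those of resolution macrophages, r = 0.183 (SD 0.040) against 0.0443 (SD 0.011) in vehicle (p = 0.00216), and those of Krt8 ADI, 0.135 (SD 0.025) against 0.0574 (SD 0.015; p = 0.00216). Fibroblast and myofibroblast lists were no closer at d7 than in vehicle (0.107 against 0.111, p = 0.877, exact permutation). Of 45 comparisons in the family, all those above with p up to 0.00433 keep an adjusted p of at most 0.00928. The setting with the largest effect was the removal of each list's highest-expressed gene, after which AT2 and activated AT2 no longer differ at d7 (0.0251, p = 0.273, exact permutation) where the full lists give 0.129 (p = 0.00649).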

In the d7 BLM-challenged lungs, prominent cell densities consisted of bronchial epithelium (C), alveolar epithelium and alveolar capillary endothelium (D) and remodeled alveolar tissue marked by fibroblasts and myofibroblasts (E). At d21, the cellular composition of the compartments was altered, so that in addition to bronchial epithelium (F) and fibrotic, remodeled alveolar tissue (H), we observed a compartment characterized by alveolar epithelium macrophages and *Krt8*^+^ ADI cells (G), exhibiting a profile of regenerating alveolar tissue (Supplementary Table 8). 

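At d21 the Krt8 ADI list correlated more with alveolar lists than in vehicle. Its correlation with AT2 was 0.118 (SD 0.041) against 0.0527 (SD 0.021) in vehicle (exact permutation p = 0.00433), with activated AT2 (Lcn2, Lrg1, Orm1, Ly6i, Il33) 0.0847 (SD 0.019) against 0.0243 (SD 0.022), and with AT1 0.228 (SD 0.062) against 0.0855 (SD 0.036); p = 0.00216 for the last 2, exact permutation. For activated AT2 the rise is specific to d21: the mean was 0.00705 at d7, and the days differ by 0.0776 (p = 0.00216, exact permutation of 6 against 6). Resolution macrophage genes colocalize with Krt8 ADI genes at r = 0.0895 (SD 0.041, exact permutation p = 0.0195). For alveolar macrophage genes no rise was found (0.0269 against 0.0183, p = 0.459, exact permutation). That list could hardly show one, since Ear1, Krt79, Siglecf and Marco stand at only 3.96, 2.09, 2.95 and 3.43 CPM in BLM d21. The resolution macrophage call does not hold with rank correlation (difference 0.0324, p = 0.141, exact permutation). The AT1 pair was already above vehicle at d7 (0.175, p = 0.00216) with no change between days (p = 0.169, exact permutation), and Krt8 ADI with myofibroblast genes stayed above vehicle at d21 (0.114 against 0.0574, p = 0.00216, exact permutation). The correlation of myofibroblast with resolution macrophage genes fell by 0.0749 between d7 and d21 (p = 0.00216, exact permutation) and remained above vehicle (0.108 against 0.0443, p = 0.00216), while their correlation with fibroblast genes reached 0.164 (SD 0.024), above vehicle (p = 0.00649). With rank correlation Krt8 ADI with myofibroblast (difference 0.0291, p = 0.0584) and resolution macrophage with myofibroblast (0.0346, p = 0.0606, exact permutation) are not called at d21 either. These coefficients are small, and sparse genes limit them. In vehicle d21 Sprr1a stands at 2.14 and Trem2 at 4.69 CPM, against 9.49 and 48.1 in BLM d21. A small value therefore does not show that 2 lists vary apart. BLM spots are also deeper than vehicle spots, and these correlations were not compared at equal depth per spot. Part of a rise over vehicle may follow from expression level and depth. The authors read compartment G as regenerating alveolar tissue, a reading that rests on deconvolved densities clustered by correlation.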

Spatial mapping confirmed that compartment F aligned with bronchial structures and H coincided with fibrotic/remodeled tissue, while G was present along the borders of fibrotic areas and extending into intact tissue (Fig. 4f).

#### Regenerative signatures reveal distinct epithelial responses in mouse BLM-induced fibrosis

Given that d21 in the mouse model reflected an established stage of fibrosis with minimal acute inflammation, we focused on this time point for comparison with IPF. NMF application to the mouse d21 data (mmNMF_d21_) generated 30 factors (Supplementary Table 9). Factor activity and cell-type abundance colocalization analysis largely reflected the d21 BLM compartmentalization, affirming that NMF effectively captures patterns comparable with the cell-type deconvolution approach (Fig. 4g). 

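The d21 factorization here used scikit-learn on the 2000 most variable genes of 46116 spots, with 30 factors that carry their own numbers, and was stopped at 300 iterations. Factors were matched to marker lists by loading, and the correlation of factor activity with the list's spot score was averaged over the 6 BLM animals. AT2 genes have a factor led by Hc, Slc34a2 and Sftpc (r = 0.763, SD 0.029), which is also the factor of the activated AT2 list (r = 0.474, SD 0.038). Resolution macrophage genes have a factor led by Spp1, Ctss and Ctsd (r = 0.695, SD 0.029), and the alveolar macrophage list 1 led by Chil3, Lpl and Lyz2 (r = 0.259, SD 0.036). The Krt8 ADI list is the weakest of these, r = 0.190 (SD 0.050), in a factor led by Clu, Sftpc and Ndnf; only 1 of its 6 genes is among the 2000 used, and the factor is also that of the mesothelial list (r = 0.102). Airway and stromal lists match better, with r = 0.682 (SD 0.051) for ciliated and 0.670 (SD 0.024) for smooth muscle. Adding the genes of all lists, an alternative chosen after the result was seen, changed the Krt8 ADI match most, to 0.310.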

The regenerating alveolar epithelial compartment (G) was represented by a set of factors primarily reflecting AT2 cells (F30), alveolar and resolution macrophages (F8) or activated AT2 and *Krt8*^+^ ADI cells (F14). 

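The AT1 list has its own d21 factor, led by Igfbp2, Hopx and Spock2 (r = 0.684, SD 0.040 over 6 BLM animals), and so does the capillary list, led by Cyp4b1, Tspan13 and Car4 (r = 0.602, SD 0.024). Both correlations exceed that of the fibroblast list with its factor (r = 0.5676, SD 0.030; Hsd11b1, Plpp3 and Itga8). For capillary the order holds with 20 factors (0.550 against 0.411) and reverses from a random start (0.564 against 0.581). It also reverses with the lists' genes added (0.683 against 0.753), a setting chosen after the result was seen.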

Factors F18, F5 and F7 predominantly represented AT1 and endothelial cells (Supplementary Table 9).

We compared the mouse mmNMF_d21_ factors with the factors identified in the human IPF NMF analysis (hsNMF) (Fig. 4h). The top contributing genes showed overall weak overlap between human and mouse factors. However, factors associated with distinct morphological features, such as smooth muscle cells, blood vessels and ciliated airway epithelium, demonstrated more pronounced overlap, highlighting conserved signatures in normal lung structures, compared with disease or injury responses. Notably, factors containing transcriptional signatures for the human *KRT5*^−^/*KRT17*^+^ AbBa cells (hsNMF-F14) and mouse *Krt8*^+^ ADI cells (mmNMF_d21_-F14) had a limited overlap.

### Translation of the fibrotic microenvironment

#### Contrasting responses in human IPF and mouse BLM model

We analyzed the spatial correlation of the factors containing the *KRT5*^−^/*KRT17*^+^ AbBa cells (hsNMF-F14) in human IPF samples and the *Krt8*^+^ ADI cells (mmNMF_d21_-F14) in mouse BLM samples. hsNMF-F14 activity predominantly correlated with fibroblasts (*HAS1*-hi), myofibroblasts and *KRT5*^−^/*KRT17*^+^ AbBa cells. Conversely, mmNMF_d21_-F14 activity primarily correlated with *Krt8*^+^ ADI cells and AT2 cells, while showing a weaker correlation with myofibroblasts. Additionally, mmNMF_d21_-F14 showed correlation (albeit weaker) with AT1 cells, unlike hsNMF-F14 (Fig. 5a), in line with the distinct fibrogenic environment in the human AbBa niche.

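Per BLM d21 animal (6), the activity of the factor matched to the Krt8 ADI list was correlated over spots with each list's score. Means were 0.190 for Krt8 ADI, 0.152 (SD 0.040) for AT2, 0.0998 (SD 0.016) for activated AT2 and 0.111 (SD 0.030) for myofibroblast genes. Krt8 ADI exceeded myofibroblast in 6 of 6 animals, by 0.0787 (SD 0.062; p = 0.031 by exact two-sided sign-flip permutation, the smallest p for 6 animals). The factor was chosen by its match to the Krt8 ADI list, which favours that list in this comparison. AT2 exceeded myofibroblast by 0.0409 (SD 0.059) in 4 of 6, which does not pass the spread between animals (p = 0.1875, exact permutation). From a random start that difference is 0.136 (p = 0.031, exact permutation). With the lists' genes added, a setting chosen after the result was seen, it is 0.105 (p = 0.031, exact permutation). With 20 factors (0.0033, p = 0.9375) and without the lists' genes (0.0164, p = 0.34375, exact permutation) it is not called. The order depends on the factorization: with 20 factors the Krt8 ADI minus myofibroblast difference is -0.0766 (p = 0.031), and from a random start it is 0.0406 (p = 0.063, exact permutation). Leaving out any 1 animal takes p to 0.063, the floor with 5 animals, all 5 of which remain higher. Mean activity of the factor was 1.18 (SD 0.24) in BLM d21 and 0.579 (SD 0.077) in vehicle d21 animals (exact permutation p = 0.0119).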

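For AT1 the mean correlation with the same factor was 0.132 (SD 0.046), above that of the fibroblast list (0.0340) in 6 of 6 animals, by 0.0983 (SD 0.065; exact sign-flip permutation p = 0.031). AT2 lay above AT1 by 0.0197 (SD 0.031), in 4 of 6 animals (p = 0.281, exact permutation), and myofibroblast below AT1 by 0.0213 (p = 0.406, exact permutation). Factorization without the genes of any list raises AT1 to 0.599 and turns AT2 minus AT1 to -0.476 (p = 0.031, exact permutation).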

**Fig. 5:**
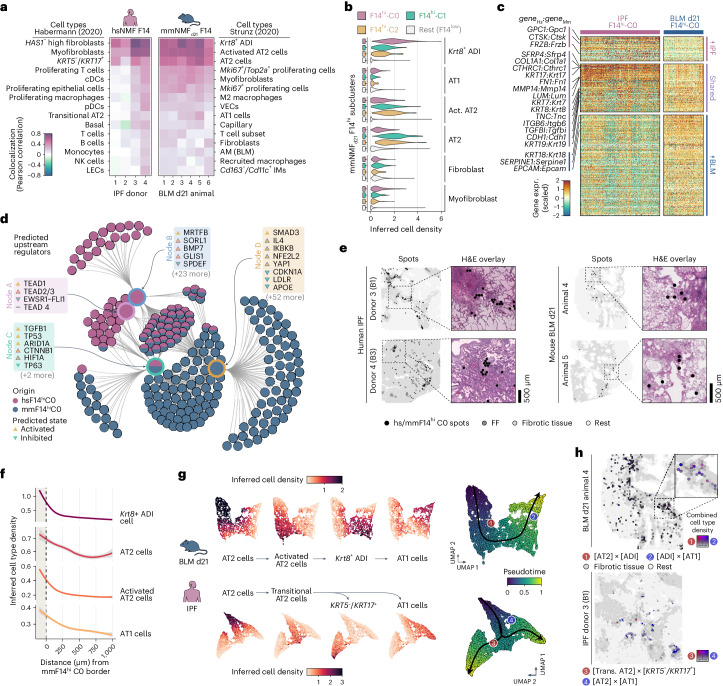
Translational dissection of the fibrotic niche and cellular dynamics. **a**, Correlation of hsNMF-F14^hi^ and mmNMF-F14^hi^ factor activity with the top 15 correlating cell types from Habermann^5^ (human) and Strunz^11^ (mouse) scRNA-seq datasets. **b**, Cell density distribution in mmNMF_d21_-F14^hi^ subclusters showing high abundance of *Krt8*^+^ ADI cells in mmNMF_d21_-F14hi C0 and AT2 cells in C1 and C2. **c**, Heat map with scaled and centered hsNMF-F14^hi^C0 and mmNMF_d21_-F14^hi^C0 marker gene expression (expr.), grouped by higher in IPF, shared or higher in BLM (adjusted *P* < 0.01, avgerage log_2_FC >0). **d**, Comparative network plot of top significant regulators (*P* < 10^−7^, right-tailed Fisher’s exact test) from IPA upstream analyses of marker genes (adjusted *P* < 0.05) in hsNMF-F14^hi^C0 and mmNMF_d21_-F14^hi^C0. The inner nodes illustrate groups of regulators sharing genetic influences and the outer nodes represent contributing marker genes. **e**, Spatial mapping of hsNMF-F14^hi^C0 and mmNMF_d21_-F14^hi^C0 spots within tissue sections illustrating the relationship with fibrotic regions. **f**, Radial distribution line graphs of cell densities around mmNMF_d21_-F14^hi^C0. The gray shading corresponds to the 95% confidence interval. **g**, Spatial trajectories of spots with high inferred densities of AT2, activated AT2, *Krt8+* ADI and AT1 cells (mouse) or AT2, transitional AT2, *KT5-/KRT17*^+^ and AT1 cells (human). **h**, Spatial colocalization of AT2-to-*Krt8*^+^ ADI (1, red) and ADI-to-AT1 (2, blue) inferred cell densities in a mouse lung section and transitional AT2-to-*KRT5*^−^/*KRT17*^*+*^ (3, red) and AT2-to-AT1 (4, blue) densities in one human IPF lung section. Colocalization intensities are visualized on a red–blue spectrum, with mixtures appearing purple and spot opacity reflecting intensity level. Tissue background and areas of fibrosis (gray) are illustrated for context. VECs, vascular endothelial cells; pDC/cDCs, plasmacytoid/classical dendritic cells; NK cells, natural killer cells; AM, alveolar macrophages; IM, interstitial macrophages; Act. AT2, activated AT2 cells; Trans. AT2, transitional AT2 cells. Source data

To further compare the AbBa (IPF) and ADI (BLM) niches, we refined mmNMF_d21_-F14 and identified four subclusters (mmNMF_d21_-F14^hi^ C0–3), where cluster 0 (mmNMF_d21_-F14^hi^ C0) exhibited strongest association with *Krt8*^+^ ADI cells (Fig. 5b). 

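Reclustering the d21 spots above the 99th percentile of that factor (14 principal components, Leiden resolution 0.5) gave 5 clusters. Cluster C0, led by Aqp5, Ctsh, Gprc5a and Krt8, has the highest Krt8 ADI score (0.757), against 0.500 in C1 (Hbb-bs, Emp2, Sftpd), -0.0720 in C2 (Lars2 and mitochondrial genes, median 1160.5 UMIs per spot), -0.262 in C3 (Cytl1, Acta2) and -0.240 in C4 (Myl7, Myh6; 12 spots of 1 animal). C0 also has the highest AT2 (0.255) and AT1 (0.359) scores, and its leading gene Aqp5 belongs to the AT1 list. Its 187 spots all come from BLM sections and have a median of 13154 UMIs, the highest of the 5. BLM animal 3 holds 94 of these spots, 2.29% of its tissue, and the other 5 animals 0.368%, 0.0722% (3 spots), 0.534%, 0.436% and 0.143% (animals 1, 2, 4, 5 and 6). With the lists' genes added to the factorization, C0 has 163 spots, of which 6 are shared with the 187, so that the niche depends strongly on the genes factorized.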

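Niche spots (C0) were set against all other spots of the same animals with edgeR, animal as a block, in BLM d21 animals 1 to 5, the animals that the authors chose for pronounced fibrosis. Of the genes called, 205 are higher and 270 lower in the niche, 475 in all. All 6 animals give 522, animal 6 adding 12 niche spots; without BLM replicate 3 the count is 204 and without replicate 5 it is 245. Krt8 is higher by a log2 fold change of 0.99 (SE 0.09, adjusted p = 8.4e-25), and Cdh1 by 0.44 (adjusted p = 0.000188); Krt8 belongs to the list by which the niche was found. Col1a1 is lower (-0.33, adjusted p = 0.00935) and higher in 0 of 5 animals. Fn1 (0.18, adjusted p = 0.318), Tnc (-0.01, adjusted p = 0.980) and Cthrc1 (0.28, adjusted p = 0.531) do not differ, and Krt17 cannot be judged on 5 counts in the niche (0.36, adjusted p = 0.879). With the wider 98th percentile Tnc turns to 0.41 (adjusted p = 0.00102). These spots are not the authors' own set. The paper reads the shared collagen, epithelial and keratin genes as traits common to the AbBa and ADI regions, from markers of each region against the other spots of its species.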

We detected shared markers between hsNMF-F14^hi^ C0 and mmNMF_d21_-F14^hi^ C0, including several collagens and ECM-related genes (for example, *COL1A1*, *FN1*, *TNC* and *CTHRC1*), epithelial cell markers (*CDH1*) and markers for human AbBa cells (*KRT17*) and mouse ADI cells (*KRT8*) (Fig. 5c and Supplementary Table 10). This suggests shared traits between AbBa and ADI regions involving ECM remodeling and a basaloid phenotype, which was further supported by pathway analysis (Extended Data Fig. 4d). However, the ADI-related gene signature predominantly engaged pathways related to inflammation and repair, whereas the AbBA signature reflected the chronic and progressive nature of IPF, dominated by immune responses and pathways governing long-term tissue remodeling.

For better understanding of the aberrant fibrotic niche drivers, we performed an upstream regulator analysis for hsNMF-F14^hi^ C0 and mmNMF_d21_-F14^hi^ C0 (Fig. 5d and Supplementary Table 11). Both groups had predicted activation of TGFB1, TP53 and SMAD3, suggesting a conserved TGF-β-related mechanism^25,50,51^ and cellular senescence^52^. hsNMF-F14^hi^ C0-specific regulators included the antifibrotic growth factor BMP7, APOE receptor SORL1 and GLIS1, a component of the Notch signaling pathway. mmNMF_d21_-F14^hi^ C0 showed activation of oxidative stress and inflammation regulators including HIF1A, IL4, YAP1 and NFE2L2 (NRF2). Contrary to our findings in the human samples suggesting an activating role for apolipoprotein signaling upon hsNMF-F14^hi^ C0 (Fig. 3f–h), APOE and its receptor LDLR were predicted to be inhibited for mmNMF_d21_-F14^hi^ C0 in the mouse samples.

Next, we examined the histological context of the mmNMF_d21_-F14^hi^ clusters and quantified their presence in relation to fibrosis (Fig. 5e and Extended Data Fig. 4e–g). 

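Where the C0 spots lie was read from the ECM threshold, not from histology. In BLM d21 animals 1 to 5, 50.2% (SD 16.8) of niche spots were ECM-high, against 54.0% (SD 10.3) of the other spots (p = 0.5, exact two-sided sign-flip permutation; the smallest p for 5 animals is 0.063). Spots with both ECM-high and other neighbours, a measure of the junction, made up 70.7% of niche spots and 78.3% of the others (p = 0.1875, exact permutation). With animal 6 included, the ECM-high shares are 48.8% and 48.8% (p = 0.969, exact permutation). No excess in matrix-rich spots was seen, and the junction measure could hardly show one at the edge, since most other spots meet it too and animal 2 has only 3 niche spots.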

The mmNMF_d21_-F14^hi^ C0 cluster was found within fibrotic regions, often near the junction between healthy and fibrotic tissue, comparable with the spatial relation of FF and hsNMF-F14^hi^ C0 in the IPF samples and suggesting a transitional state.

The BLM *Krt8*^+^ ADI transitional cell population is predicted to originate from either AT2 cells or club cells and differentiate into AT1 cells^11^. 

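Around the C0 spots of BLM d21 animals 1 to 5, AT2, activated AT2 and AT1 scores were averaged in the ring up to 200 µm from the niche and beyond 500 µm, on the 100 µm array grid. AT2 was higher near the niche by 0.184 (SD 0.205), AT1 by 0.155 (SD 0.055) and activated AT2 by 0.133 (SD 0.063), each in 5 of 5 animals (p = 0.063, exact two-sided sign-flip permutation, the smallest p for 5 animals). The AT2 mean leans on animal 2, which has 3 niche spots and a difference of 0.514. In animals 1, 3, 4 and 5 the AT2 difference is 0.0964, 0.0249, 0.0353 and 0.249. Also higher near the niche in 5 of 5 animals were Krt8 ADI (0.175, SD 0.048), myofibroblast (0.178, SD 0.050) and resolution macrophage genes (0.0980, SD 0.032), at the same p of 0.063. Alveolar macrophage (0.0795, p = 0.125), fibroblast (0.0899, p = 0.375) and ciliated genes (-0.0136, p = 0.6875, exact permutation) were not higher in all animals. With all 6 animals the AT2, AT1 and activated AT2 differences are 0.161, 0.144 and 0.126 (p = 0.031, exact permutation); animal 6 alone has 0.0482, 0.0909 and 0.0881. The rise near the niche is thus not limited to alveolar epithelial genes. The paper sets these profiles against those of the human AbBa niche, where AT1 densities are low.

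**Figure D4:**
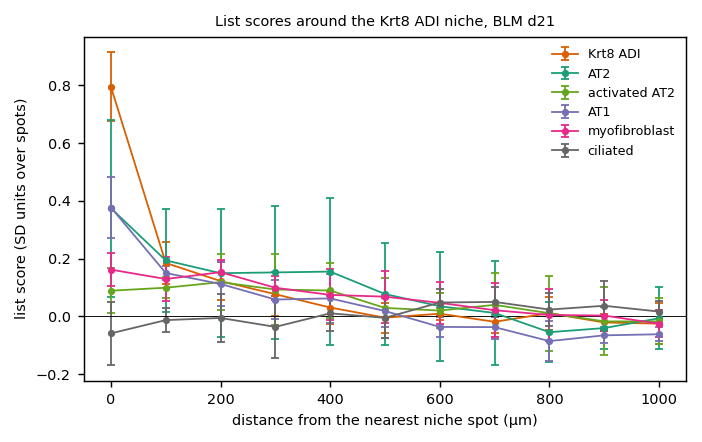
Mean spot score of 6 lists by distance from the Krt8 ADI niche in BLM d21 animals 1 to 5. Points are means over animals, with bars of 1 SD; distance 0 is the niche itself, and distances are between spot centres.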

By assessing the cell-type densities in relation to radial distance from the borders of the mmNMF_d21_-F14^hi^ C0 niche, we identified high densities of AT2, activated AT2 and AT1 cells close to the niche (Fig. 5f). These observations shared similarities with the corresponding IPF hsNMF-F14^hi^ C0 analysis (Fig. 3c), highlighting the absence of AT1 cells around the human AbBa niche.

In BLM mouse data, spatial trajectory analysis of the alveolar epithelial cell types/states (Fig. 5g) showed a single path from AT2 cells through activated AT2 and ADI cells to AT1 cells. Conversely, in IPF lungs, the trajectory branched from AT2 cells through transitional AT2 cells and diverged into either *KRT5*^−^/*KRT17*^+^ AbBa or AT1 cells. 

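No trajectory was fitted here; the colocalization of the lists along it was measured instead. In BLM d21 lungs (6 animals) the neighbouring pairs correlate over spots with r = 0.369 (SD 0.046) for AT2 with activated AT2, and more weakly for activated AT2 with Krt8 ADI and Krt8 ADI with AT1, each above vehicle (exact two-sided permutation p = 0.00216, 6 against 6). The ends, AT2 and AT1, correlate as strongly as the neighbours do, so the coefficients themselves do not order the lists along a path. A correlation of Krt8 ADI with AT1 genes given the total UMIs of the spot still differs from vehicle, by 0.164. That adjustment acts within a section, so it leaves the difference in depth between BLM and vehicle spots in place.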

Spatial visualization of the trajectories further illustrated the continuous colocalization of these cell types in BLM-injured mouse lungs and spatial separation of transitional AT2–AbBa and AT2–AT1 niches in IPF (Fig. 5h).

#### Immune cell dynamics in pulmonary fibrosis

Our NMF analysis revealed factors in the IPF and the d7 and d21 BLM datasets that shared key marker genes indicative of macrophages (*SPP1*, *CD68* and *APOE*) (Extended Data Fig. 5a). 

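The d7 factor of the resolution macrophage list is led by Spp1 (rank 1, 50.2% of the gene's loading over all factors), with Apoe at rank 16 (14.0%); the d21 factor is also led by Spp1 (88.7%). These places depend on the factorization: from a random start Apoe leads the d7 factor and Spp1 has rank 6 (20.7%), and with 20 factors Spp1 has rank 2 (32.9%) at d21. Cd68 is not among the 2000 most variable genes of either day, nor Apoe at d21, so their place in the factors was not measured. Between treatments all 3 genes rise: Apoe by a log2 fold change of 2.25 at d7 (SE 0.27, edgeR adjusted p = 0.000443; 2530 and 428 CPM) and 1.88 at d21 (SE 0.14, adjusted p = 1.2e-05), Cd68 by 1.93 (SE 0.38, adjusted p = 0.00511) and 1.51 (SE 0.15, adjusted p = 7.6e-05).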

*SPP1*^+^ profibrotic macrophages, displaying an M2-polarization phenotype, have previously been implicated in ECM remodeling and fibrosis^6,53^. In the two IPF donor lungs containing bronchial honeycombing, the macrophage factor (hsNMF-F5) activity was particularly pronounced within these regions (Extended Data Fig. 5b). The hsNMF-F5 activity varied across samples and donors, potentially owing to tissue heterogeneity or constraints from the chosen number of NMF factors.

A shared histological feature between the IPF and BLM-injured lungs was presence of dense immune cell infiltrates embedded within the fibrotic tissue (Fig. 6a). 

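In both days the factor matched to the B list gives lymphocyte-dense spots, taken as those above its 99th percentile. At d7 this factor is led by Igkc, Ighm, Igha and Jchain and is also that of the plasma list; at d21 it is led by H2-Eb1, Cd52 and Ftl1 and is shared by the B, T and dendritic lists (r = 0.329, 0.329 and 0.322). Dense spots make up 0.961% to 1.76% of BLM d7 sections and 0.0539% to 0.222% of vehicle d7. At d21 they make up 0.713% to 3.20% of BLM tissue, with the maximum in BLM animal 4, and 0 in all 3 vehicle animals.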

In the time-point-separated mouse NMF analyses, mmNMF_d7_ and mmNMF_d21_ (Supplementary Table 9), we identified factors prevalent in these regions. In the human NMF, a similar factor was not consistently detected. Therefore, more targeted donor-specific NMF analyses were performed, which identified factors in three of the donors (IPF 1–3) overlapping spatially with the observed immune infiltrates. Gene expression (Fig. 6b) and cell-type composition (Fig. 6c) within the immune-dense regions revealed notable differences between IPF and BLM lungs. 

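Cd74 (chr18:60803848-60812652) and Coro1a (chr7:126699773-126707787) were compared within BLM animals between lymphocyte-dense and other spots, as mean ln(1 + counts per 10000). At d21 Cd74 was 4.30 against 3.27 (difference 1.04, SD 0.21) and Coro1a 2.06 against 1.03 (1.03, SD 0.18), higher in 6 of 6 animals. At d7 the values were 3.71 against 3.19 (0.524, SD 0.124) and 1.98 against 1.40 (0.584, SD 0.126), again in 6 of 6. Each has p = 0.031 by exact two-sided sign-flip permutation, the smallest p for 6 animals. Neither gene was factorized, but the spots were chosen by other immune genes, so a rise of both goes with the choice. Over the whole lung Cd74 rose with BLM (log2 fold change 1.02 at d7, edgeR adjusted p = 0.00483; 0.83 at d21, adjusted p = 0.000192). Coro1a was not called at d7 (0.40, SE 0.29, adjusted p = 0.349) or d21 (-0.08, SE 0.15, adjusted p = 0.712). The SE at d7 leaves a rise open, and slide was not a term of this test.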

In the BLM model, enrichment of genes such as *Cd74* and *Coro1a* indicated presence of antigen-presenting cells and lymphocytes^54^. Additionally, a distinct plasma cell factor, driven by IgA heavy chain (*Igha*) expression (Extended Data Fig. 5c), was identified in proximity to the d21 BLM immune-dense structures (Fig. 6a). 

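The d21 plasma factor is led by Igkc, Igha, Jchain, Ighm and Ighg2b; Igha (chr12:113254830-113260236) has rank 2 and 64.4% of its loading there, and the factor follows the plasma list with r = 0.726 (SD 0.048, 6 BLM animals). At d21 Igha reaches 2188 CPM in BLM and 65.3 in vehicle animals, a log2 fold change of 4.98 (SE 0.60, edgeR adjusted p = 0.000217), with BLM animals from 683 to 4254 CPM. Plasma genes (Jchain, Igha, Mzb1, Derl3, Tnfrsf17) score higher within 200 µm of the lymphocyte-dense spots than beyond 500 µm, by 0.359 at d21 and 0.293 at d7, in 6 of 6 animals each (exact sign-flip permutation p = 0.031); at d7 the choice of the spots favours this, since their factor is also that of the plasma list. T (0.340) and dendritic genes (0.240) show the same at d21, but the factor that selects the spots is also theirs. These d21 values therefore cannot show whether the proximity is particular to plasma cell genes. At d7 the selecting factor was not matched to the T and dendritic lists. There they are higher too, by 0.235 and 0.191 (6 of 6 animals each, exact sign-flip permutation p = 0.031), so the d7 rise is not limited to plasma cell genes.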

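In the dense spots of BLM d21 lungs the B list exceeds other spots by 1.27 (SD 0.23), the T list by 0.850 (SD 0.039) and the dendritic list by 0.711 (SD 0.097), which follows from the choice of the spots, since the factor that selects them is that of these 3 lists. At d7 the same holds for the B (1.01, SD 0.55) and plasma lists (1.91, SD 0.19), while the T list (0.348, SD 0.080) and the dendritic list (0.257, SD 0.112), which that factor was not matched to, are higher in 6 of 6 animals (exact two-sided sign-flip permutation p = 0.031). Scores are z values per list, so the size of a difference is not a share of cells. In BLM d21 tissue as a whole the B list correlates over spots with T at r = 0.191 and with dendritic genes at 0.126, against 0.0571 and 0.0178 in vehicle (p = 0.00216 each, exact permutation). Cxcl13 (chr5:95956951-95961068) is also higher in the dense spots: 0.284 against 0.0347 at d21 and 0.519 against 0.102 at d7 (6 of 6 animals, exact permutation p = 0.031), and over the whole lung at d7 (log2 fold change 3.15, SE 0.58, edgeR adjusted p = 0.00365).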

Overall, the BLM regions demonstrated a relatively balanced mixture of B, T and dendritic cells, in contrast to the human IPF samples, where a pronounced expression of *CXCL13* suggested a B cell-dominated immune response^55^, which was further supported by the cell-type composition data. Given recent descriptions of their presence in both healthy and diseased lungs^56^, lymphocytes and plasma cells may modulate fibrosis progression.

**Fig. 6:**
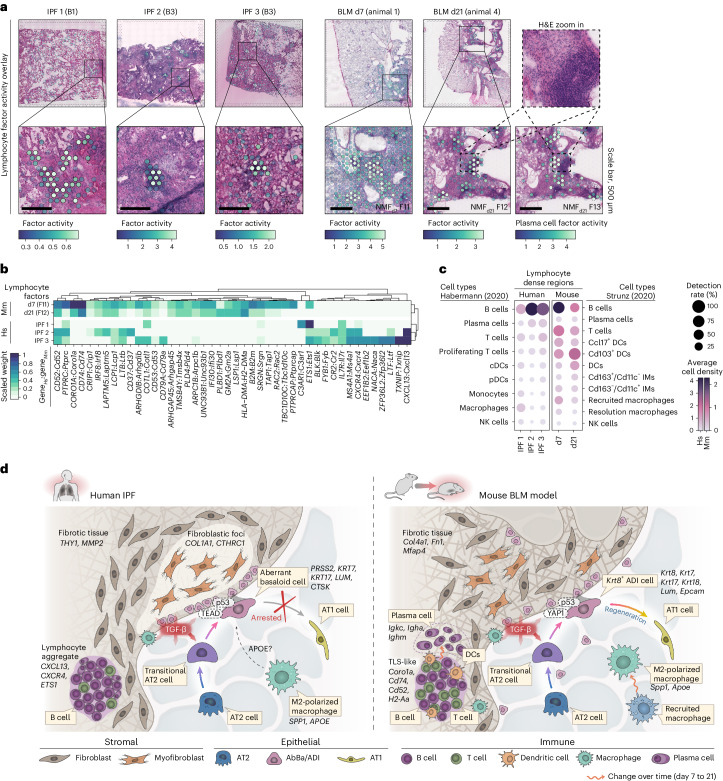
Immune cell signatures and comparative overview of the fibrotic niche in IPF and the BLM mouse model. **a**, Spatial visualization of NMF factors overlapping dense lymphocyte or immune cell aggregates in selected human and mouse samples. Scale bars, 500 µm. Imaged at 20× magnification. **b**, Heat map displays the top contributing factor genes across condition, filtered to show genes with a summed scaled weight above 0.5 across the groups. **c**, Dot plot with inferred cell-type densities, for selected immune cell types from the ‘Habermann^5^’ and ‘Strunz^11^’ datasets, in the most active spots of the selected human and mouse factors. **d**, Schematic summary of the fibrotic niche in human IPF lungs and in mouse BLM-injured lungs, illustrating the proposed cellular interplay within the fibrotic lungs. A key distinction between IPF and the BLM mouse model was centered around the diverging regenerative properties of the IPF-associated AbBa cells versus the mouse Krt8^+^ ADI cells. While both populations exhibit signs of senescence (p53), the mouse ADI state appears to maintain a functional balance that still prompts it to differentiate into AT1 cells. TGF-β and Wnt-related (TEAD, YAP1) signaling pathways were central within the fibrotic niche, and the presence of immune cells in proximity to, or within, the severely remodeled tissue implies active fibrogenic modulatory roles. Pro-fibrotic M2-polarized (‘resolution’) macrophages with similar gene signatures, expressing *SPP1* (*Spp1*) and *APOE* (*Apoe*) were detected in both human IPF and mouse BLM-injured lungs. In contrast to human IPF AbBa regions, a predicted negative APOE upstream signaling was identified in mouse ADI regions. In mouse, the recruited proinflammatory macrophages seen at the early time point post BLM-installation were absent by d21. Establishment of plasma cells adjacent to TLS-like areas in the BLM-injured mice occurred at the later time point. pDC/cDCs, plasmacytoid/classical dendritic cells; IMs, interstitial macrophages; NK cells, natural killer cells; TLS, tertiary lymphoid structure. Source data

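Plasma genes score 5.52 (SD 0.66) in BLM d21 and 3.87 (SD 0.11) in BLM d7 animals, a difference of 1.65 (exact two-sided permutation p = 0.00216, 6 against 6). They stand above vehicle at both days, by 1.23 at d7 and 2.45 at d21 (p = 0.0119 each, exact permutation of 6 against 3). The d7 difference rests mainly on Igha and Jchain (5.92 CPM in vehicle and 46.6 in BLM), while Mzb1 (11.3 and 14.8 CPM), Derl3 (1.57 and 1.83 CPM) and Tnfrsf17 (0.321 and 0.286 CPM) stay close to vehicle. The BLM effect itself grows by 1.21 between days (p = 0.0438 over 18480 arrangements, exact permutation), a smaller margin than the comparison of the BLM groups alone. Igha shows the same order, with a log2 fold change of 2.56 at d7 (SE 0.20, edgeR adjusted p = 7.2e-05; 263 and 36.0 CPM).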

Taken together, our analyses delineate distinct cellular trajectories and molecular mechanisms in the fibrotic niche of human IPF and the BLM mouse model (Fig. 6d). We highlight the arrested alveolar cell regeneration in IPF lungs versus the active repair in the BLM model, alongside distinct signaling molecules, such as TGF-β, APOE, YAP1 and TEAD, and differences in immune cell presence. While we recognize the complexity and heterogeneity of IPF and aspects that remain unexplored (Supplementary Note 6), these comparative insights underscore the unique characteristics of fibrosis in human IPF.

## Discussion

Our study presents comprehensive comparative genome-wide spatial transcriptome maps of the diverse cellular ecosystems and distinct molecular signatures in the human IPF lung and the BLM mouse model. Investigations into prefibrotic alveolar tissue and the leading edge of fibrotic remodeling offer potential for identification of targetable early disease-associated molecules for therapeutic intervention.

We propose a central involvement of TGF-β signaling in IPF, alongside other mediators such as TP53, SMAD3, BMP7, MRTFB, TEAD, GLIS1 and APOE, which are linked to senescence, myofibroblast activation and differentiation, Notch and Wnt signaling, apoptosis and cell migration.

Using data factorization, we identify the *KRT5*^−^/*KRT17*^+^ AbBa population in IPF and the *Krt8*^+^ ADI population in the BLM model. Analyzing their proximate neighborhoods delineated critical regions within the fibrotic landscape, and the complex signaling networks identified within these niches suggest these cells participate in the fibrotic response through paracrine signaling and local microenvironment modulation. TGF-β1, a profibrotic cytokine with a major role in IPF pathogenesis^25,33^ and SMAD3, integral to the TGF-β signaling pathway^57^, were predicted as upstream regulators in human AbBa and mouse ADI fibrotic niches, pointing to a shared TGF-β-driven fibrotic signaling pathway. Furthermore, our data suggest that the role of APOE signaling within the IPF fibrotic niche is more substantial than previously appreciated. This warrants further exploration into the potential regulatory function of APOE in IPF, given its well-documented function in lipid metabolism and its emerging role in immunomodulation and fibrosis^58,59^.

Through tracing the alveolar epithelial cell spatial trajectory, we observed an AT2–ADI–AT1 lineage in the mouse model that is preserved in situ, supporting previous single-cell and in vitro studies^11,60,61^ and indicating an ongoing postinjury repair mechanism. In contrast, human IPF lungs depicted a divergent path, with AT2 cells branching into either AbBa cells or AT1 cells. The apparent disruption in the IPF lung regenerative process is in line with descriptions of AbBa cell persistence as an intermediate, nonregenerative state^5^, potentially driving the progressive, irreversible fibrosis in IPF, as opposed to the resolution of fibrosis following acute injury in the mouse model. These findings highlight key challenges in translating animal models to human disease and suggest that the acute BLM mouse model might offer valuable insight into alveolar regeneration. Application of SRT to other pulmonary fibrosis animal models, such as the repeat BLM instillation model^62^ in which a more persistent, senescent *Krt8*^+^ transitional alveolar cell state has been identified^52^, could potentially provide more insights into disease progression in the IPF lung.

Taken together, our study illustrates the potential for spatial transcriptomics to deepen our understanding of IPF pathology and offers rich datasets to further probe the complex cellular interplay in pulmonary fibrosis. This work provides resolution of key mechanisms underpinning IPF and proposes a divergent cellular trajectory toward arrested regeneration in the human IPF lung, as a potential target for the discovery of innovative disease modifying therapies.

## Methods

### Ethical considerations

Human IPF lung samples were acquired with approval by the Human Research Ethics Committee in Gothenburg, Sweden (permit number 1026-15) and HC lung samples were acquired with approval by the Human Research Ethics Committee in Lund, Sweden (permit number Dnr 2016/317). All participants gave written informed consent before inclusion and did not receive any compensation for their participation.

All mouse experiments were approved by the Gothenburg Ethics Committee for Experimental Animals in Sweden and conformed to Directive 2010/63/EU. The present study was approved by the Research Ethics Committee in Gothenburg, Sweden (permit number 31-5373/11). Animal handling conformed to standards established by the Council of Europe ETS123 AppA, the Helsinki Convention for the Use and Care of Animals, Swedish legislation and AstraZeneca global internal standards.

All investigations were performed in accordance with the declaration of Helsinki.

### Experimental methods

#### Human lung tissues

IPF lung tissue was obtained from patients that had undergone lung transplant. Healthy lung tissue was obtained from deceased donors without known lung disease. Human tissues were collected by resection from peripheral lung. Fresh-frozen tissues were obtained from four HC subjects and four patients with IPF. For each patient with IPF, three different tissues were selected to represent areas of mild (‘B1’), moderate (‘B2’) or severe (‘B3’) fibrosis within the same donor, as determined by histological inspection (see Supplementary Table 1 for additional details regarding donors and samples).

#### Mice and BLM challenge

Female C57BL/6NCrl mice (Charles River, Germany) were 8 weeks old on the day of arrival. After a 5-day acclimatization period, the mice were challenged with 30 μl saline or BLM (Apollo Scientific, BI3543, Chemtronica Sweden; 40 µg per mouse) dissolved in saline via oropharyngeal route administration. Lungs were collected at d7 (*n* = 6 for BLM, *n* = 3 for vehicle) or d21 (*n* = 6 for BLM, *n* = 3 for vehicle) following administration.

The mice were housed in Macrolon III cages with poplar chips (Rettenmeier and Sohne), shredded paper, gnaw sticks and a paper house in 12 h–12 h light–dark cycle at 21 ± 1 °C, 55 ± 15% relative humidity with free access to food (R70, Lantmannen AB) and tap water.

#### Mouse tissue collection

Mice were anesthetized with isoflurane (5%, air flow ~2 l min^−1^, maintained at 3% with ~0.7 l min^−1^ air flow). An incision was made from the stomach up to the chin. Heparin (0.1 ml) was injected intracardially through the diaphragm, and the abdominal aorta and apex of the heart was cut. Pulmonary circulation was perfused with 0.8 ml 37 °C saline followed by 0.6 ml 37 °C low-temperature melt agarose (SeaPlaque). The left lung lobe was inflated with 0.4–0.5 ml 37 °C low-melt agarose via the trachea and tied off, collected, snap frozen in prechilled NaCl over dry ice and stored at −80 °C.

The methods describing animal monitoring and sample collection and analyses for pre-study evaluation of BLM time points are outlined in Supplementary Note 7.

#### Generation of SRT

Optimal cutting temperature (OCT)-embedded human lung tissue blocks and agarose-inflated mouse lungs (left lobe) were cryosectioned at 10 µm (mouse) or 12 µm (human) with cryostat temperatures of −20 °C. RNA quality for human samples were assessed by extracting RNA from ten sections using the RNeasy Plus Mini kit (Qiagen) and estimating RNA integrity numbers (RIN) with a 2100 Bioanalyzer (Agilent), which ranged from 5.4 to >8, except for one sample with a RIN of 3 (IPF donor 2, B3). Despite lower RINs for some samples, tissues with satisfactory histological integrity were included in further analyses. For mouse sections, RNA was extracted similarly with the RNeasy micro kit (Qiagen). The RIN values were estimated to >9 for all samples using a 5300 Fragment Analyzer (Agilent).

The tissue sections were placed on Visium Gene Expression slides and stored at −80 °C until further processing. The methanol fixation, hematoxylin and eosin (H&E) staining and imaging Visium protocol (10x Genomics) were followed. Human lung sections were imaged using Axio Imager.Z2 (ZEISS) light microscope at 20× magnification and stitched using Vslide (MetaSystems). Mouse lung sections were imaged at 20× magnification using an Aperio Digital Pathology Slide Scanner (Leica Biosystems).

The sequencing libraries were prepared using the Visium Spatial Gene Expression Slide and Reagent Kit (cat. no. 1000184, 10x Genomics) with the Dual Index Kit TT Set A (cat. no. 1000215, 10x Genomics) according to the Visium Spatial Gene Expression User Guide (Rev C). The human and mouse libraries were pooled separately and sequenced on a NovaSeq 6000 (Illumina) with an S4 flowcell.

#### Histopathology annotations

Histopathological assessments were performed on H&E-stained tissue sections using the Loupe Browser (10x Genomics) software and were manually annotated based on tissue morphology. The human lung data were classified into ‘blood vessel’, ‘large airway’, ‘diseased (remodeled) tissue’, ‘fibroblastic foci/fibrous tissue’, ‘inflammation’ and ‘within normal limits’ (alveolar), where ‘inflammation’ was distinguished as areas with aggregations of immune cells and ‘diseased tissue’ corresponding to clearly recognizable changes in normal lung architecture. The ‘fibroblastic foci/fibrous tissue’ was annotated based on microscopic features, including nuclear density and shape, and increased collagenous matrix. Since this selection also encompassed fibrous tissue that did not classify as FF, a second layer of annotations were performed to specifically identify the FF. Mouse data were annotated as ‘blood vessel’, ‘large airway’, ‘within normal limits’ (alveolar), ‘inflammation (d7)’, ‘inflammation (d21)’ and ‘suspect fibrosis/fibroplasia (d21)’. The ‘inflammation (d7)’ areas comprised an indistinguishable mix of inflammatory and fibrotic tissue, while ‘inflammation (d21)’ labeled dense immune cell aggregates. Consequently, both spots labeled as ‘inflammation (d7)’ and ‘suspect fibrosis/fibroplasia (d21)’ contains fibrotic tissue.

### Computational processing and analysis

#### Processing of Visium sequencing data

FastQ files were processed using the Space Ranger 1.2.2 (10x Genomics) pipeline. Sequence reads were mapped to the respective reference genomes GRCh38 (human) and mm10 (mouse). Manual alignment to the fiducial frame and identification of tissue-covered spots was performed using Loupe Browser (v.6, 10x Genomics).

#### Spatial cell-type mapping

For human samples, spatial deconvolution was performed using cell2location^28^ (v. 0.1) against a previously published scRNA-seq dataset (Gene Expression Omnibus (GEO) accession GSE135893)^5^. The method uses signatures from the provided scRNA-seq data to infer absolute numbers (density) of cell types within each spatial spot. The single-cell regression model was trained with max_epochs = 250 after selecting genes with parameters nonz_mean_cutoff = 1.25, cell_count_cutoff = 5 and cell_percent_cutoff = 0.05. The cell2location model was thereafter obtained with parameters max_epochs = 10,000, detection_alpha = 20 and *n* = 7. For the mouse data, a scRNA-seq dataset from the BLM mouse model (collected at multiple time points including d7 and d21) was used (GEO accession GSE141259)^11^. max_epochs = 400 was set for single-cell model generation using the parameters nonz_mean_cutoff = 1.10, cell_count_cutoff = 4 and cell_percent_cutoff = 0.02 for gene selection. For model training, max_epochs = 15000, detection_alpha = 20 and *n* = 7 was applied.

#### Downstream data quality control and processing

Filtering, processing and analyses of the Visium data were performed in R (v.4.0.5) using the STUtility (v.1.1.1)^63^, Seurat (v.4.1.1)^64^ and ‘semla’^65^ (v. 1.1.6, under R v. 4.2.3 and Seurat v. 4.3.0.1) packages.

For the human IPF and HC samples, tissue-covered spots were selected, and data were imported into R via the STUtility function ‘InputFromTable’. Initial filtering settings were: minimum 350 UMIs per spot, 100 UMIs per gene, 10 genes per spot and five spots per gene. Additional filtering excluded spots with more than 30% mitochondria and/or hemoglobin gene expression. Gene information was retrieved via biomaRt (ref. ^66^) and used to select for ‘protein coding’, ‘IG’ (immunoglobulin) and ‘TR’ (T cell receptor) gene biotypes, as well as to flag X and Y chromosome genes for removal to avoid sex biases. Normalization and scaling was performed with ‘SCTransform’^67^ (Seurat package), specifying sample ID and donor as variables to regress out, to remove major effects of technical and interindividual differences.

The mouse data were filtered in a similar manner, apart from omitting the number of genes per spot (‘minGenesPerSpot’) cutoff, and filtering for number of UMIs per spot was set to 300. ‘SCTransform’ was used for normalization, specifying animal ID as a variable to regress out.

All thresholds for filtering were set based on initial examination of the raw data to exclude low quality spots (or spots outside of tissue areas) and genes with low expression.

#### Visium pseudobulk DEA

For DEA between conditions, pseudobulk datasets were generated by aggregating raw counts per gene across all spots belonging to a donor or animal. DESeq2 (ref. ^68^) (v. 1.30.1) was used for differential gene testing by specifying ‘condition’, with ‘control’ as reference in the design.

For comparison of the normal-appearing alveolar and the fibrotic tissue in IPF samples, gene count data were aggregated into pseudobulk based on histological annotations of ‘within normal limits (alveolar)’, ‘diseased (remodeled) tissue’ and ‘fibroblastic foci/fibrous tissue’. These regions were compared against HC alveolar regions using DESeq2 in two analyses (HC—alveolar versus IPF—alveolar and HC—alveolar versus IPF—fibrotic). Overlapping upregulated DEGs (*n* = 223; adjusted *P* value <0.01, log_2_ fold change (log_2_FC) >0) between the two analyses were used to compute Pearson correlation between expression values in alveolar tissue and distance (0–500 µm) from the fibrotic region border. This analysis was performed on all IPF samples with available histological annotation (*n* = 12). Radial distances from fibrotic areas were calculated using the ‘semla::RadialDistance’ function with ‘remove_singletons=FALSE’, after which only data from fibrotic and alveolar regions were kept before computing gene expression versus distance correlations. The *P* values were adjusted using the Benjamini–Hochberg method, and expression of significantly (adjusted *P* < 0.05) correlated genes were visualized along the fibrosis–distance axis (distances −1,000 to 1,000 µm) as line plots using a generalized additive model (GAM) for smoothing.

For translational comparison of fibrotic regions between IPF and BLM d7 or d21, pseudobulk data were generated by pooling counts on donor/animal level from spots labeled as fibrotic, FF, remodeled or inflamed (BML d7) in disease condition samples. These data were compared with control samples using DESeq2, with ‘condition’ set as design, for each species and time point. Orthogene^69^ (v. 1.4.2) was used to identify mouse orthologues of human genes, and the results were filtered to include only genes with available orthologues and present in all datasets (total of 12,611 genes) (Supplementary Table 7).

#### NMF

Deconvolution through NMF was applied to the Visium gene expression data using the ‘RunNMF’ function in STUtility, which relies on the NNLM package (v. 0.4.4). The method decomposes data into a set number of factors that are expressed as non-negative values (activity) within each data point (spot) along with a feature (gene) loading matrix, describing the contribution (weight) of each gene to the factors. The full human (HC and IPF) dataset was deconvolved into 30 factors (‘hsNMF’), while the mouse data (vehicle control and BLM) were split by time point (d7, d21) before each subset was deconvolved into 30 factors (mmNMF_d7_, mmNMF_d21_). To describe each factor, functional enrichment analysis of the top 25 most contributing genes for each factor was performed using the ‘gost’ function in the gprofiler2 (v. 0.2.1) R package^70^, with the ‘hsapiens’ (human) or ‘mmusculus’ (mouse) organism specified. All factors were further annotated by examining the top contributing genes, the spatial localization of factor activity and their abundance in different samples (diseased or control).

To compare factors across species, the Jaccard similarity index was computed using the top 100 contributing genes for each factor, calculated as the intersection over the union of each gene set pair.

The distribution of each factor within the human samples (hsNMF) was assessed by calculating the frequency of spots in the 99th percentile of factor activity (F^hi^) versus the total number of spots in each tissue block category (B0–3). Spatial colocalization of factors and cell types was analyzed using pairwise Pearson correlation between spot factor activity and inferred cell-type density. To explore donor variability in colocalization, the human data were grouped into HC (all HC donors), IPF donor 1, IPF donor 2, IPF donor 3 and IPF donor 4, before correlation analysis.

For subclustering of hsNMF-F14, a principal component (PC) analysis was performed on the most active (99th quantile) spots (F14^hi^) and PCs 1–8 were used as input for ‘FindNeighbors’ and ‘FindClusters’ (resolution of 0.4), which generated five clusters. The mmNMF_d21_ F14^hi^ spots were subclustered using the same approach but with PCs 1–14 as input and clustering resolution of 0.5, obtaining three clusters.

#### Spatial enrichment in fibrotic regions

For IPF samples, we used the histopathological annotations to extract the radial distances, *d*, from the areas of FF, using the ‘RadialDistance’ function in ‘semla’^65^ (v. 1.1.6; R v. 4.2.3; Seurat v. 4.3.0.1) with kept singletons. Distances of 0 µm represent the outer line of spots immediately exterior to the FF-labeled spots. Distances were binned into groups of 100 µm (corresponding to one row of spots), and the F14^hi^ spot count was registered in each bin. To produce a null distribution, the F14^hi^ cluster labels were shuffled across all spots within each sample, *k* = 100 times. Distance bins >3,000 µm were discarded to exclude distant tissue areas. For each cluster, the observed count at every bin (*x*_d_), the mean (*µ*_d_) and the standard deviation (*σ*_d_) across all randomization rounds were used to compute a *Z*-score per distance bin as: $${Z}_{{\mathrm{d}}}=\frac{{x}_{{\mathrm{d}}}-{\mu }_{{\mathrm{d}}}}{{\sigma }_{{\mathrm{d}}}}$$. The same approach was applied to the d21 BLM mouse data to analyze spatial enrichment of the mmNMF_d21_ F14^hi^ clusters in relation to areas of fibrosis (annotated ‘suspect fibrosis/fibroplasia’). The *P* values were computed from absolute *Z*-scores using a two-tailed *t*-test.

#### Expression radial distance analysis from F14^hi^ clusters

Fluctuations in gene expression and cell-type densities along a radial distance from the hsNMF-F14^hi^C0 or mmNMF_d21_ F14^hi^C0 regions (region of interest, ROI) were computed. Distance information from all tissues containing a ROI was extracted using ‘semla’^65^ (v. 1.1.6; R v. 4.2.3; Seurat v. 4.3.0.1) with the ‘RadialDistance’ function, where singletons were excluded in the human analysis. For human IPF data, distance correlation coefficients (Pearson) were computed for the 1,000 most variable genes within 500 µm from the ROI. *P* values were corrected using the Benjamini–Hochberg method. The cell-type density correlations were similarly analyzed. The cell density and gene expression fluctuations were visualized using the ‘geom_smooth’ function (ggplot2, v. 3.4.0) with GAM and formula ‘y ~ s(x, bs = ‘cs’)’. For mouse BLM d21 data, ‘geom_smooth’ with the locally estimated scatterplot smoothing method (‘loess’) was used for visualization of cell density data.

#### IPF fibrotic niche regulators and cell–cell communication

To investigate the microenvironment surrounding hsNMF-F14^hi^C0 spots, the neartest n.b. (≤2 spot distance) were identified using the ‘RegionNeighbours’ STUtility function. The neighboring spots were clustered using PCA (PCs 1–9) through ‘FindNeighbors’ and ‘FindClusters’ (resolution of 0.2), resulting in six clusters (n.b. clusters 0–5). The marker genes were determined using ‘FindAllMarkers’, comparing each cluster to all others. Due to their low abundancies, n.b. clusters 3–5 were omitted from some downstream analyses.

Upstream regulators and active pathways for n.b. clusters (0–2) were predicted with Ingenuity Pathway Analysis (IPA; version 90348151, Ingenuity Systems, Qiagen) based on marker genes (adjusted *P* < 0.01). The marker genes for hsNMF-F14^hi^C0, generated by comparing hsNMF-F14^hi^C0 spots against all others in the IPF Visium subset using ‘FindMarkers’ (‘min.pct = 0.25’ and ‘min.diff.pct = 0.1’), were also analyzed. Results were assessed with multienrichjam (v. 0.0.72.900)^71^, visualizing the top 20 upstream regulators and top ten pathways and diseases/functions.

Directional cell–cell communication between n.b. clusters was analyzed using NicheNet (v. 1.1.1)^41^. This method predicts ligand–target links from gene expression and incorporates intracellular signaling. Ligand–receptor interactions (‘lr_network.rds’), ligand–target gene regulatory potential scores (‘ligand_target_matrix.rds’) and weighted ligand-signaling and gene regulatory networks (‘weighted_networks.rds’) were retrieved from the NicheNet data repository (10.5281/zenodo.3260758). Analyses were conducted in four rounds, alternating receiver and sender populations: (1) F14^hi^C0 with n.b. clusters 0–5 as senders, (2) n.b. cluster 0 with F14^hi^C0 as sender, (3) n.b. cluster 1 withF14^hi^C0 as sender and (4) n.b. cluster 2 withF14^hi^C0 as sender. In each round, receiver genes were identified using data from spots not included in the analysis (of IPF and HC origin). The results across all rounds were compiled, and the top prioritized ligands (average correlation >0.075) from round 1 were used to visualize corresponding results in subsequent rounds and across all relevant clusters.

#### Spatial cell-type compartmentalization in mouse

Cell-type colocalization compartments were identified in mouse Visium data using the Strunz (2020) cell2location results. Cell types labeled as ‘NA’ and ‘low.quality.cells’ were excluded. Visium spot data were grouped into vehicle (d7 and d21), BLM d7 and BLM d21 subsets, and pairwise correlations (Pearson) were computed for each cell type across all spots within each group. Hierarchical clustering defined compartments with a tree height (*h*) cutoff of 1.5. A Sankey diagram visualized cell types in each compartment for each subset. For BLM d21 compartments F, H and G, spot-wise compartment scores were calculated by summing the inferred densities for all cell types within each compartment.

#### Translational analyses of AbBa clusters

Samples IPF 3 B1–B3, IPF 4 B1–B3 and BLM d21 animals 1–5 were selected for analysis, based on their pronounced fibrosis and AbBa cell-dense regions. The raw counts were filtered to include only orthologous genes, identified by orthogene^69^. A new assay was created from the filtered data for separate normalization of human and mouse datasets, followed by integration using Seurat’s ‘FindIntegrationAnchors’ and ‘IntegrateData’. Anchor features were selected by ‘SelectIntegrationFeatures’. The marker genes for hsNMF-F14^hi^C0 and mmNMF_d21_ F14^hi^C0 were separately identified using ‘FindMarkers’, comparing against all other same-species spots, using the integrated genes (Supplementary Table 10).

Marker genes (Bonferroni adjusted *P* < 0.05) were analyzed for upstream regulator and canonical pathway enrichment using IPA. Comparisons across species were conducted with multienrichjam (ref. ^71^) (v.0.0.72.900) to identify shared and unique regulators and pathways. The most significant findings (*P* < 10^−7^ for regulators and *P* < 10^−4^ for pathways, right-tailed Fisher’s exact test) were visualized in clustered network (cnet) plots, grouping predicted molecules in clusters (‘Nodes’) based on shared marker genes.

#### Lymphocyte aggregate comparison

To identify gene signatures overlapping histological findings of lymphocyte aggregates, the human IPF data was split by donor and individually processed using ‘SCTransform’ and NMF, to produce 30 new subject-specific factors for each donor (hsNMF_IPF_). For the mouse data, the NMF results produced for each time point was used (mmNMF_d7_ and mmNMF_d21_).

Activities of the top 100 contributing genes for each factor were scaled between 0-1. Cell densities and detection rates were estimated for spots within the 99th percentile of factor activity. Some mouse cell types that lacked human comparatives or relevant signals were excluded from visualization (‘AM (BLM)’, ‘AM (PBS)’, ‘non classical monocytes (*Ly6c2*-)’, ‘*Fn1*^+^ macrophages’, ‘M2 macrophages’, ‘Themis T cells’ and ‘T cell subset’). Average cell densities and detection rates in spots with density score >0.5 were calculated and visualized.

#### Spatial cell colocalization trajectory analysis

Inferred cell-type densities of ‘AT2 cells’, ‘activated AT2 cells’, ‘*Krt8*^+^ ADI’ and ‘AT1 cells’ (mouse) or ‘AT2’, ‘Transitional AT2’, ‘*KRT5*^−^/*KRT17*^+^’ and ‘AT1’ (human) were used to select spots in the 95th percentile of abundance for uniform manifold approximation and projection (UMAP) dimensionality reduction (n.neighbors = 30, min.dist = 0.1) and to generate low-resolution clusters with ‘FindNeighbors’ and ‘FindClusters’ (mouse: resolution of 0.2, human: resolution of 0.1), identifying clusters corresponding to AT2-dense spots (‘AT2-cluster’). Slingshot^72^ (v. 1.8) trajectory analyses were applied to each UMAP embedding with ‘getLineages’ assigning AT2-clusters as starting points. The curves were extrapolated using ‘getCurves’ (approx_points = 300, thresh = 0.01, stretch = 0.8, allow.breaks = FALSE, shrink = 0.99). Pseudotime was estimated by integrating gene counts (detected (greater than five transcripts) in ≥1% of spots) and Slingshot curves into a negative binomial GAM using ‘fitGAM’ (tradeSeq, v. 1.4.0)^73^. Two curves were identified in the human data, and the visualized pseudotime represents the maximum values of the two curves.

### Statistics and reproducibility

Statistical methods for each analysis are detailed in their respective method sections. No statistical method was used to predetermine sample size. For human samples, it was maximized based on availability, tissue quality, cost and throughput, and the number of donors aligns with similar spatial transcriptomics studies^20,56,74^. The number of BLM-challenged mice exceeded that of controls to account for possible study dropouts due to adverse effects; however, all mice met the inclusion criteria and were retained. Technical replicates were included for most human and mouse samples and produced consistent results, ensuring reproducibility. 

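For the mouse, BLM animals 4 to 6 of each day have 2 sections. At d21 their section totals correlate across genes with r from 0.9951 to 0.9970 (3 pairs; log2(CPM + 1)), and sections of different BLM d21 animals with a median of 0.992 (33 pairs, 0.986 to 0.995). At d7 the medians are 0.990 for the same animal and 0.981 for different animals (0.955 to 0.991). The median absolute log2 difference is 0.106 and 0.155 within an animal and 0.137 and 0.247 between animals, d21 first. For 9 of the 12 sections the closest of all sections of their group is the partner from the same animal. Genes are not independent replicates, and no test between animals was run on the 3 pairs per day.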

Investigators were not blinded to disease status or treatment during experiments and analyses.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41588-024-01819-2.

### Supplementary information

Supplementary Information Supplementary Notes 1–7, Figs. 1–3, references and legends.

Reporting Summary

Supplementary Tables Supplementary Tables 1–11.

Supplementary Data Source data Supplementary Fig. 3.

### Source data

Statistical Source Data Statistical source data for Fig. 1.

Source Data Fig. 2 Statistical source data for Fig. 2.

Source Data Fig. 3 Statistical source data for Fig. 3.

Source Data Fig. 4 Statistical source data for Fig. 4.

Source Data Fig. 5 Statistical source data for Fig. 5.

Source Data Fig. 6 Statistical source data for Fig. 6.

Source Data Extended Data Fig. 2 and Table 2 Statistical source data for Extended Data Fig. 2.

Source Data Extended Data Fig. 3 and Table 3 Statistical source data for Extended Data Fig. 3.

Source Data Extended Data Fig.4 and Table 4 Statistical source data for Extended Data Fig. 4.

Source Data Extended Data Fig. 5 and Table 5 Statistical source data for Extended Data Fig. 5.

## Data Availability

All Visium datasets, including Space Ranger output and high-resolution images, needed to replicate and further build upon the presented analyses have been deposited to BioStudies under accession numbers S-BSST1410 for the human data and S-BSST1409 for the mouse data. These repositories also include sample metadata, processed Seurat/STUtility objects containing deconvolution and clustering results, and cell2location results for all samples. The raw and processed RNA-sequencing data for the mouse samples have been deposited to the GEO under accession number GSE267904. The processed data (Space Ranger output) from the human samples have also been deposited to ArrayExpress under accession number E-MTAB-14121. Due to Swedish law, patient consent and the risk of finding personally identifiable information within the sequencing data, the raw RNA-sequencing read data for the human samples cannot be shared. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

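The data are 24 mouse lung Visium sections from 18 animals on 6 slides: 6 animals given BLM (40 µg per mouse) and 3 given saline (vehicle) for each of days 7 and 21. BLM animals 4 to 6 of each day have 2 sections, called a and b. For each section the authors ran Space Ranger on reads mapped to mm10 and marked the tissue-covered spots; the deposited unit is the UMI count per gene and spot, not normalized, for 32285 genes and the 4992 spots of a capture area. The human samples were not analysed here, nor were histological annotations, images or a single-cell reference used.

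Day, treatment and number of each section were read from its title, which matches the names of the animals in the paper's source data. A second label, in the description, gives the same day for 8 sections and the other day for 16. The main results use the title's day, and an alternative uses only the sections whose 2 labels agree.

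Spots with fewer than 300 UMIs (1220), more than 30% mitochondrial UMIs (7) or more than 30% hemoglobin UMIs (10) were removed, which left 93953 of 95190. Genes were kept with at least 100 UMIs and 5 spots (17181), of a biotype retained in the paper and outside the sex chromosomes, by the annotation of release M21, for 14929 genes that hold 95.4% of the UMIs. The annotation lacks 50 of the genes in the files, and 1 symbol is shared by 2 gene IDs. The depth per animal and group is given with the paper's own read numbers; between 4.67% and 13.3% of a section's UMIs lie outside the tissue.

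Counts were summed per animal over its spots and sections, and the animal was the replicate in every test. Gene tests used edgeR 4.0.16 (glmQLFit and glmQLFTest with TMM factors) in R 4.3.3 with limma 3.58.1, two-sided, with Benjamini-Hochberg adjustment and a call at adjusted p below 0.01; DESeq2 1.42.0 was the other tool. BLM and vehicle were compared within each day (6 against 3), and the difference of the 2 effects was tested in a model with all 18 animals. ECM-high spots of BLM animals were compared with all vehicle spots, with an absolute log2 fold change above 1 required in addition. Niche spots were compared with the other spots of the same animals with animal as a block.

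Marker lists, 19 in number and fixed in advance, stand for cell types. A pseudobulk score is the mean of log2(CPM + 1) over a list, and a spot score the mean of its genes' z values of ln(1 + counts per 10000) within a section. Scores, shares and correlations per animal were compared by exact two-sided permutation: 84 splits for 6 against 3 (smallest p 0.0119), 924 for 6 against 6 (smallest p 0.00216), 18480 arrangements for the change between days, and sign flips within 6 (0.031) or 5 animals (0.063). For colocalization the vehicle animals of both days were pooled, as in the paper's figure, which gives 6 against 6. The written plan names that pooled group and beside it 84 splits, a number that belongs to 6 against 3; the 924 arrangements of the pooled groups were run. An unadjusted exact p below 0.05 is the call for these measures, with adjusted values over the family beside it.

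Factorization used scikit-learn 1.9.0 (NMF, 30 factors, nndsvda start, seed 7) on the 2000 most variable genes of each day, for 46116 spots at d21 and 47837 at d7; it was stopped at 300 iterations before its tolerance was met. Factor numbers differ from the paper's, so factors are named by their genes. Reclustering used scanpy 1.11.5 and leidenalg 0.10.2 (14 principal components, resolution 0.5); other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Distances are between spot centres, 100 µm apart.

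The genes named are every mouse gene that the paper names for mouse data, the genes of the lists, and per day the 5 genes up and the 5 down with the largest log2 fold change among those with adjusted p below 0.01, a mean of at least 10 CPM and no overlap between BLM and vehicle animals; for the change between days the same rule without the last condition. Other genes, such as Lyz2, were looked up for a single test. For 1 gene among those the paper names, no value is reported here.

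Each gene test was tested on simulated data with 200 genes changed by a log2 fold change of 1 in counts drawn with the spread of the real ones, or of 2 for the ECM-high comparison. At d7 edgeR recovered 51.5% of them and DESeq2 81.5%; at d21 97.5% and 98%; for the change between days 40.5% and 67.5%. For the niche the share was 91.5%, and for ECM-high spots 99.5% at both days.

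The alternatives tried were DESeq2, its size factors in edgeR, other filters on genes and spots, other thresholds, thinning to equal depth, section a alone, slide or animal number as a block, leaving out each animal, another pseudocount or scaling, lists without their highest-expressed gene, rank or partial correlation, 20 factors, a random start and factorizations without the lists' genes. Adding the lists' genes to the factorization, because only 1 of 6 Krt8 ADI genes was among the variable ones, and thinning spots to 1000 UMIs for the ECM share were added after the data had been seen. The animals of a group carry no order, and their numbers do not pair BLM with vehicle animals.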

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

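In this part the tests of the AT2 list against the AT1 list (scores and densities), of Scgb1a1 against the ciliated list and of plasma cell genes outside the immunoglobulins were chosen after the result was seen.

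In 18 of 170 groups of animals 1 value lay far from the others, where chance gives about 1 in 20 groups, or 8.5. BLM d21 animal 4 has the most marked immune values: a B list score of 5.69 (next 4.93), lymphocyte-dense spots at 3.20% (next 1.22%), log2(CPM + 1) of 4.16 for Cxcl13 (next 2.84) and 11.76 for Cd74 (next 11.57), and the lowest correlation of Krt8 ADI with resolution macrophage genes (0.0122; next 0.0837). BLM d21 animal 3 stands out for Krt8 ADI: a list score of 5.84 (next 5.23), a niche of 2.29% of spots (next 0.534%), a correlation of list and factor of 0.284 (next 0.190), with Cd68 at 6.84 (next 6.40) and Lrrc17 at 2.31 (next 3.02). BLM d7 animal 4 has the lowest ECM-high share (65.1%; next 85.3%), S100a14 (4.44; next 5.16) and Cemip (2.78; next 4.74). The remaining values are the ciliated score (6.27; next 6.71) and the correlation of B with dendritic genes (0.282; next 0.144) of BLM d7 animal 1, the correlation of AT2 with activated AT2 genes of BLM d21 animal 6 (0.280; next 0.370), the near minus far difference for Krt8 ADI of BLM d21 animal 5 (0.259; next 0.166) and that for resolution macrophage genes of animal 2 (0.0424; next 0.103). Several of these measures share genes or spots and are not separate events. For animal 4 of d21 a larger lymphoid aggregate in the sections and for animal 3 a stronger injury were not tested, and no technical explanation was tested for single animals either. The median depth of animal 4 (8412.5 UMIs per spot) is the highest of its group.

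The effect of BLM on 9 lists differs between the days by the exact permutation test. It is more positive at d21 for AT2 (0.88, p = 0.0131) and plasma genes (1.21, p = 0.0438), and more negative for recruited macrophage (-1.11, p = 0.00216), resolution macrophage (-0.71, p = 0.00227), dendritic (-0.44, p = 0.00530), Krt8 ADI (-0.66, p = 0.0385), myofibroblast (-0.40, p = 0.0452), smooth muscle (-1.08, p = 0.0274) and proliferating genes (-1.09, p = 0.0127; all by exact permutation). Among the 10 lists of the family, the Krt8 ADI and myofibroblast values have an adjusted p of 0.0905 and fail the correction; with TMM factors they are -0.43 and -0.17 (p = 0.194 and 0.332, exact permutation). An influx of other cells that dilutes all alveolar genes alike would lower AT1 as much as AT2 at d7, and by the lists AT2 fell by a further 0.53 (AT2 minus AT1 -0.53, p = 0.0238, exact permutation). That gap leans in part on Aqp5 of the AT1 list, which rises at d7 (185 to 243 CPM) while the list's other genes fall. In the paper's densities, however, the log2 ratio of AT2 to AT1 at d7 differs by only -0.14 between BLM and vehicle (exact permutation p = 0.512), so dilution and a loss of AT2 cells cannot be told apart. Unequal depth as the source of the plasma difference between BLM d21 and BLM d7 is excluded, since it is 1.68 after each animal is thinned to equal total UMIs (1.65 without). Shared reads among immunoglobulin genes would leave other plasma cell genes at the vehicle level, yet the median log2 fold change of Jchain, Mzb1, Derl3 and Tnfrsf17 at d21 is 2.02. A growing number of plasma cells after BLM may explain the plasma values; this remains a hypothesis, since it was formed and tested on the same animals.

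Correlations over spots also changed between BLM d7 and BLM d21: up by 0.0776 for activated AT2 with Krt8 ADI (p = 0.00216), up by 0.0566 for fibroblast with myofibroblast (p = 0.0455, adjusted p = 0.0787, which fails the correction), and by -0.0749 for resolution macrophage with myofibroblast (p = 0.00216; exact permutation in each case). Explanations for these 3 changes were not tested apart from the settings reported with the processing.

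In 95 genes the BLM effect differs between days by edgeR. The largest by rule are Lyz1 (2.98), Scgb1c1 (2.28), Aox3 (1.95), Shh (1.76) and C2cd4b (1.67), more positive at d21, and Cxcl10 (-3.12), Ccl7 (-2.88), Fst (-2.86), AA467197 (-2.03) and Tmem252 (-2.02), more negative. Were the vehicle groups the origin, most of the genes would change more between the vehicle groups than between the BLM groups; only 7 of 95 do, and 88 change more between the BLM groups. Lyz1 might borrow reads from its paralog Lyz2, but the day difference of Lyz2 is 0.55 (SE 0.52), lower by 2.43, or 3.37 joint SEs. Other day labels within each treatment gave as many genes in 1 of 100 arrangements, the real one, and the next gave 3. This argues against chance only as far as 100 arrangements can. The count depends on which animals are in: without replicate 3 of each group (14 animals left) edgeR calls 0 genes (1891 at unadjusted p under 0.05; DESeq2 calls 170), without replicate 1 it calls 1 and without replicate 2 it calls 7. The time after BLM is the biological explanation that the design names; the conflict of the day labels keeps it open.

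Genes outside those the paper discusses are among the largest changes at d7: Chodl (log2 fold change 7.57), Gp2 (5.59), Chl1 (5.54), Cxcl9 (4.68) and Cemip (4.58) up, and Colq (-3.46), Igfbp3 (-2.83), Scgb1c1 (-2.59), Scgb1a1 (-2.42) and Aox3 (-2.30) down. Chodl has 3 counts in all vehicle d7 animals and 3248 in BLM, a ratio of 251 with a 95% counting interval of 85.8 to 1217. At d21 they are Ighg1 (8.56), Ighg2c (8.08), Kng2 (4.92) and Jchain (4.27) up, and Marco (-3.27), Nrn1 (-2.97), Colq (-2.24), Wnt10b (-2.24) and Acoxl (-1.94) down. Depth was tested as a cause: 19 of these 19 gene and day values keep their call when every animal is thinned to equal total UMIs. With slide as a block 19 keep it too, but that block cannot exclude slide. BLM animals 4 to 6 have their 2 sections on different slides, and vehicle replicate 3 shares its slide only with their b sections. Scgb1a1 takes 18.2% to 29.8% of the counts of vehicle d7 animals and 3.59% to 7.04% in BLM d7. More airway in the vehicle d7 sections would lower the ciliated list along with it in BLM, but Scgb1a1 falls by a further 1.63 (Scgb1a1 minus ciliated -1.63, exact permutation p = 0.0119), which argues against it as the whole cause; the club list as a whole is not called (-0.55, exact permutation p = 0.190), and a change within club cells stays open. Without the 10 genes with the most counts 1779 genes are called at d7. The fall of Marco is not that of 1 gene, since 4 of the 5 alveolar macrophage genes are called lower at d21; the fifth, Ear2, is higher (0.67, adjusted p = 0.0180). A loss or a changed state of alveolar macrophages is a candidate explanation that these counts cannot separate.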

How the results depend on the processing

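The factorization with the genes of all lists added and the thinning of spots to 1000 UMIs were chosen after the result was seen.

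Over 333 results and 4528 alternatives, 3957 kept the direction and the side of the threshold, 416 fell short of the threshold, 75 passed it, 55 moved by more than the spread or by more than 1.5 times, and 25 changed sign. Unless stated, the cause was not tested.

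Gene counts react to the tool and the threshold. DESeq2 called 3118 (d7), 3897 (d21) and 437 (change between days), adjusted p below 0.05 gave 3664, 5024 and 441, and a log2 fold change above 1 gave 1063 and 617, the last 2 by construction. With only the sections whose labels agree on the day, 183 and 4 genes remain called; with 3 BLM animals and 1 vehicle animal at each day, these counts do not test the labels. Slide as a block gave 3558 at d7 and 2299 at d21, with the limit that BLM animals 4 to 6 have sections on 2 slides. Animal number as a block gave 2339, 1124 and 22; BLM and vehicle animals of the same number have r = 0.36, -0.38 and -0.19 at d7 and 0.12, -0.07 and -0.08 at d21, where the animals numbered 1, with the only positive values, also share a slide, so the numbers by themselves do not pair the animals. Leaving out 1 animal gave 615 (without vehicle replicate 3) to 1840 (without BLM replicate 5) at d7, where vehicle replicate 2 gives 748, and 1251 (without vehicle replicate 2) to 2057 (without vehicle replicate 1) at d21, where BLM replicate 1 gives 1542. For the change between days, where each run leaves an animal number out of every group, the range is 0 (without replicate 3; edgeR, 1891 at unadjusted p under 0.05, DESeq2 170) to 80 (without replicate 4), with 1, 7, 50 and 20 without replicates 1, 2, 5 and 6. With 1 animal left out ECM-high counts ranged from 749 (without vehicle replicate 3) to 1406 (without BLM replicate 5) at d7, with 863 without vehicle replicate 2, and from 742 (without vehicle replicate 2) to 1045 (without vehicle replicate 1) at d21. With all animals they were 575 at d21 against the other spots of the same BLM animals, the 99th percentile gave 1692 at d7 and 1364 at d21, and DESeq2 1621 and 1038. Niche counts were 760 at the 98th and 270 at the strictest percentile tried, 1001 with the lists' genes added, and from 204 (without BLM replicate 3) to 484 (without BLM replicate 2), with 245 without BLM replicate 5.

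Against the other spots of the same BLM animals, a comparison within the lung and not with vehicle, several genes changed sign: at d7 Adcy5 0.13, Areg -0.56, Krt17 -0.87, Krt8 -0.54 and Lrrc17 0.00601; at d21 Adcy5 0.28, Areg -0.38, Cldn4 -0.13, Col17a1 0.11, Cxcl13 -0.0275, Faim2 0.0880, Krt8 -0.42, Lrrc17 0.39 and Spp1 -0.0468.

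Marker scores moved with the scaling. TMM factors gave a change between days of 0.63 for AT1 (p = 0.00747), -0.43 for Krt8 ADI (p = 0.194) and -0.17 for myofibroblast (p = 0.332), -0.16 for AT2 at d21 (p = 0.0357) and -0.70 for fibroblast at d7 (p = 0.0119; exact permutation throughout). A pseudocount of 0.5 CPM gave -0.65 for the change in Krt8 ADI (p = 0.0518), and section a alone -0.28 for fibroblast at d21 (p = 0.0952, exact permutation). Without the highest-expressed gene of each list the change between days of myofibroblast was -0.38 (p = 0.112), AT2 at d21 -0.19 (p = 0.0119), ciliated -0.31 at d7 (p = 0.0952) and -0.32 at d21 (p = 0.0833), and fibroblast at d21 -0.17 (p = 0.286, exact permutation). Leaving out 1 animal gave, for the change between days, -0.78 (without BLM d21 replicate 3) to -0.60 (without vehicle d21 replicate 3, p = 0.0738) for Krt8 ADI, -0.48 (without BLM d21 replicate 3) to -0.32 (without BLM d21 replicate 6, p = 0.0905) for myofibroblast and 0.34 to 0.49 (without BLM d7 replicate 3 or 4) for AT1, by exact permutation. At d7 AT1 ran from -0.54 (without BLM replicate 4) to -0.40 (without BLM replicate 3, p = 0.0714), AT2 from -1.13 to -0.85 and fibroblast from -0.51 (p = 0.0179) to -0.30 for the same 2 animals, by exact permutation. At d21 fibroblast ran from -0.35 (without BLM replicate 4) to -0.22 (without BLM replicate 3; exact p = 0.0536 for both), AT2 from -0.13 (without vehicle replicate 3) to -0.0605 (without vehicle replicate 2), T from 0.44 (without vehicle replicate 2) to 0.68 (without vehicle replicate 1, p = 0.0357) and ciliated from -0.51 (without vehicle replicate 1) to -0.28 (without vehicle replicate 2, p = 0.179, exact permutation).

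Colocalization lost some calls. With rank correlation the BLM d21 difference was 0.0291 for Krt8 ADI with myofibroblast (p = 0.0584), 0.0346 for resolution macrophage with myofibroblast (p = 0.0606) and 0.0324 for Krt8 ADI with resolution macrophage (p = 0.141; at d7 0.0178, p = 0.320). The last pair at d7 was also 0.0392 in spots with at least 1000 UMIs (p = 0.0519) and 0.0108 given the total UMIs of a spot (p = 0.532), a setting that raised AT2 with Krt8 ADI at d7 to 0.0691 (p = 0.0130, exact permutation). Without each list's highest-expressed gene AT2 with activated AT2 at d7 was 0.0251 (p = 0.273, exact permutation). Leaving out 1 animal number gave 0.113 (without replicate 1, p = 0.0556) to 0.151 (without replicate 6) for the latter pair, and for Krt8 ADI with resolution macrophage 0.0361 (without replicate 2, p = 0.0873) to 0.0635 (without replicate 5) at d7 and 0.0520 (without replicate 5) to 0.0740 (without replicate 4) at d21; all p are exact.

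The Krt8 ADI factor is the least stable result. With 20 factors its correlation was 0.346 with AT1, 0.235 with AT2, 0.221 with activated AT2 and 0.231 with myofibroblast, so that Krt8 ADI minus myofibroblast was -0.0766 and AT2 minus AT1 -0.111 (p = 0.031 each), and AT1 minus fibroblast 0.117 (p = 0.09375). A random start gave 0.231, 0.288, 0.328 and 0.152 for the same 4 lists, with differences of 0.0569 (AT2 minus AT1), 0.136 (AT2 minus myofibroblast), -0.0952 (Krt8 ADI minus AT2), 0.0977 (activated AT2 minus AT1) and 0.177 (activated AT2 minus myofibroblast), all at p = 0.031, and 0.0406 for Krt8 ADI minus myofibroblast (p = 0.063, exact permutation). Without the lists' genes AT1 reached 0.599, and AT2, activated AT2 and myofibroblast lay below it by -0.476, -0.511 and -0.4925 (exact permutation p = 0.031 each). With the lists' genes added the correlations were 0.832 (AT1), 0.278 (AT2), 0.310 (Krt8 ADI), 0.162 (activated AT2) and 0.173 (myofibroblast), with differences of -0.554 (AT2 minus AT1), 0.105 (AT2 minus myofibroblast), -0.670 (activated AT2 minus AT1) and -0.659 (myofibroblast minus AT1; p = 0.031 each, exact permutation). Leaving out 1 animal took p to 0.063, its floor with 5 animals: 0.0603 (without BLM replicate 3) to 0.0907 (without BLM replicate 6) for Krt8 ADI minus myofibroblast and 0.0816 (without BLM replicate 5) to 0.113 (without BLM replicate 6) for AT1 minus fibroblast. Matches of lists to factors moved to 0.550 (capillary) and 0.547 (resolution macrophage) with 20 factors at d21, 0.407 (resolution macrophage) at d7, and from a random start to 0.734 (AT1), 0.564 (capillary) and, at d7, 0.553 (resolution macrophage). With the lists' genes added they were 0.832 (AT1), 0.888 (AT2), 0.405 (B), 0.310 (Krt8 ADI) and 0.683 (capillary). In the niche Tnc turned to 0.41 at the 98th percentile, and with the lists' genes added Areg to -0.0554, Mki67 to -0.61 and Top2a to -0.0546.

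Around the niche all 6 animals allow a p of 0.031 where 5 cannot: AT2 0.161, AT1 0.144, activated AT2 0.126, Krt8 ADI 0.166, myofibroblast 0.191 and resolution macrophage 0.123, all at that p. For lymphocyte-dense spots, chosen by a factor that B, T and dendritic genes share at d21 and B and plasma genes at d7, leaving out 1 animal puts every p at 0.063, by construction, with values at d7 of 0.860 to 1.13 for B (without BLM replicate 3 and 4), 0.331 to 0.374 for T (3 and 4), 0.230 to 0.282 for dendritic (3 and 6), 1.86 to 1.96 for plasma (2 and 1), 0.489 to 0.561 for Cd74 (3 and 2), 0.549 to 0.615 for Coro1a (1 and 2) and 0.358 to 0.472 for Cxcl13 (6 and 2). At d21 the ranges were 1.22 to 1.34 for B (2 and 3), 0.840 to 0.859 for T (5 and 2), 0.687 to 0.735 for dendritic (6 and 4), 0.4932 to 0.580 for plasma (2 and 3), 0.982 to 1.09 for Cd74 (6 and 4), 0.973 to 1.07 for Coro1a (2 and 3) and 0.213 to 0.270 for Cxcl13 (4 and 3).

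The ECM-high share kept its direction and call under every alternative run at both days, thinned spots included (28.7% against 4.26% at d21). So did the plasma comparison between BLM d21 and BLM d7. Depth limits genes near the detection floor, such as Krt17 with 5 counts in the niche. Thinning every animal to the smallest total gave 1580 genes at d7 and 2063 at d21.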

Differences from the paper's values

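Of the alternatives named here, the factorization with the genes of all lists added was chosen after the result was seen.

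The paper reports 3214 DEGs at d7 and 3787 at d21, and here the counts are 1793 and 2402. Its text names no threshold for these counts. Adjusted p below 0.01 was chosen because it came nearest to them in the part of the paper's results held here. Of the alternatives set before the data were examined, at d7 DESeq2 (3118), adjusted p below 0.05 (3664), slide as a block (3558), animal number as a block (2339) and section a alone (2269) come within 1.5 times, and at d21 DESeq2 (3897) and adjusted p below 0.05 (5024). The other filters, thinning, the fold minimum, DESeq2 size factors in edgeR, the sections with agreeing labels and the leave-one-out runs do not. DESeq2 is the tool that the paper's methods name for its pseudobulk tests. Of the 429 genes held that are called in the paper's d7 results, DESeq2 here calls 418 and edgeR 253. Of the 337 at d21 they call 332 and 231. Over the part of the paper's results held here (1999 of 15362 genes at d7, 1393 at d21) the log2 fold changes correlate with those here with r = 0.993 (1987 genes) and 0.987 (1385 genes), across genes.

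In fibrotic regions at d21 the paper's source data give a log2 fold change of -1.44 for Adcy5 (SE 0.19); in ECM-high spots it is -0.64 (SE 0.15), and no alternative reaches the paper's value. Over the 1993 genes held of that comparison the log2 fold changes correlate with r = 0.947 across genes, with a median absolute difference of 0.0691. The spots differ, since histology is not used here.

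For the Krt8 ADI factor the paper's correlations over spots are 0.571 with Krt8 ADI, 0.560 with activated AT2, 0.465 with AT2, 0.286 with myofibroblasts and 0.0760 with AT1, from deconvolved densities; with list scores they are 0.190, 0.0998, 0.152, 0.111 and 0.132. With 20 factors myofibroblast (0.231) falls within the spread of the paper's value; for the other 4 no setting does. Highest correlations with any factor at d21 are 0.852 (AT2), 0.754 (AT1), 0.699 (capillary) and 0.819 (plasma) in the paper and 0.763, 0.684, 0.602 and 0.726 here. A random start brings AT1 to 0.734, within its spread, and the factorization with the lists' genes added, chosen after the values were seen, brings capillary to 0.683; no setting does so for AT2 or plasma.

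In the Krt8 ADI niche the paper's log2 fold changes are 0.926 for Col1a1, 0.504 for Fn1, 0.757 for Tnc, 0.873 for Cthrc1, 0.322 for Cdh1 and 1.53 for Krt8; here they are -0.33, 0.18, -0.0138, 0.28, 0.44 and 0.99. The 98th percentile brings Cthrc1 (0.75) and Cdh1 (0.35) within the error of the paper's values. For Cdh1 the same holds with all spots above the 99th percentile (0.33), with the niche by list score (0.37), without BLM replicate 3 (0.39) or 5 (0.34), and with the lists' genes added (0.30), a setting chosen after the values were seen. No setting does so for Col1a1, Fn1, Tnc or Krt8. Of the 351 niche genes in the paper's table, 237 are higher in the paper's niche, of which 161 are higher here, 76 with a call and 9 with a call in the other direction; of the 114 lower ones, 100 are lower here (r = 0.494 over all).

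The paper's results place 4 subclusters in the spots most active for this factor and its methods 3, and 5 were found here. Its cluster with most Krt8 ADI cells lies in fibrotic tissue, often at its edge; of the niche spots here 50.2% are ECM-high against 54.0% of other spots in the same 5 animals. The paper calls AT2 cells more strongly tied to this factor than myofibroblasts, where the difference here is 0.0409 with p = 0.1875 (exact permutation, 6 animals). A random start (0.136) and the lists' genes added (0.105) give the paper's order, with p = 0.031 each (exact permutation). With 20 factors (0.0033, p = 0.9375) and without the lists' genes (0.0164, p = 0.34375, exact permutation) the difference is not called. The paper also calls the link with AT1 cells weaker, and here AT1 (0.132) lies above myofibroblast (0.111), with p = 0.406 (exact permutation). The paper places the establishment of plasma cells at the later time point, and here their genes are above vehicle at d7 too, by 1.23 (exact permutation p = 0.0119), mainly through Igha and Jchain.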

Other observations

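In this part the tests of both day labels, of equal depth for the d7 count, of the spot's depth for AT1 with Krt8 ADI and of thinned spots for the ECM share were chosen after the result was seen.

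The day of 16 sections is named differently by their titles and descriptions, so a mislabelled sample was tested in 2 ways. If the titles joined sections of different animals, the sections a and b that the titles give to 1 animal, while the descriptions give them 2 days, would not be each other's closest section; 6 of 6 are (BLM d21 animals 4 to 6), which argues against it for these animals. For the 8 sections titled d7 and described as d21 the matter stays open. By correlation over all genes only 1 of 8 is nearer to the d7 sections whose labels agree, and 7 are nearer to the d21 sections. By projection of the 6 BLM sections among them on the genes that separate the days best, 6 of 6 lie on the d7 side with 50 and with 200 genes, 5 of 6 with 1000 and 1 of 6 with all separating genes. By marker lists 42 of 54 comparisons fall on the d7 side. Of the 8 sections titled d21 and described as d7, 8 of 8 are nearer to the d21 sections by correlation, all 6 BLM sections by each projection, and 52 of 59 comparisons of lists. These are all 6 versions that were run. The 4 vehicle sections with conflicting labels could not be projected. The d7 sections whose labels agree share a slide, as do the d21 ones, and none of the 16 sections lies on either slide. Slide is thus not separated from day in these versions. At d7, BLM sections of different animals correlate with a median of 0.989 on the same slide and 0.977 on different slides. The paper's DEG values follow the titles' days: over the genes held, its d7 fold changes correlate with those here at r = 0.993 for d7 and 0.702 for d21.

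Chance is an unlikely source of the counts of called genes between BLM and vehicle, as far as 84 splits can show. Among 84 splits of the 9 animals of a day into 6 and 3, 1 (the real one) gave as many as 1793 genes at d7, and 1 as many as 2402 at d21; the next split gave 0 (edgeR). For the ECM-high comparison it is 1 of 84 at each day. For the niche chance cannot be excluded in this way, because its spots were chosen by their expression: it is 1 of 100 splits of the 10 spot sets, where the next gave 343, and 1 of 16 when niche and other spots are exchanged within animals, where the next gave 173.

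Depth differs between BLM and vehicle animals, and 3 tests were run with it in view. With each animal thinned to equal total UMIs 1580 genes are called at d7, which argues against depth as the main cause of the 1793. With each spot at 1000 UMIs the ECM-high share of BLM d7 animals is still 59.6 percentage points above vehicle (63.4% against 3.77%), less than before thinning, so that depth may add to the share but does not make it. Given the total UMIs of a spot, AT1 with Krt8 ADI correlate more in BLM d21 than in vehicle by 0.164, against 0.143 without that adjustment. The adjustment acts on spots within a section and does not make BLM and vehicle sections equally deep. For this pair it therefore cannot exclude the difference in depth between the groups.

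Proliferation genes are higher in the Krt8 ADI niche: Mki67 (log2 fold change 1.09), Cdk1 (1.10) and Birc5 (1.10) in 5 of 5 animals and Top2a (0.87) in 4 of 5, by edgeR with adjusted p from 5.8e-08 to 0.000635. In spots chosen by the Krt8 ADI list alone, outside any factorization, their median is 0.40 and none is called (adjusted p from 0.361 to 0.915). The way the niche was defined and a proliferating state of its cells cannot be told apart. The second set shows a smaller rise in the same direction. With the lists' genes added to the factorization, a setting chosen after the result was seen, Mki67 and Top2a turn negative instead. In the paper's own niche Mki67, Birc5 and Top2a are listed as higher in the source data, without mention in the text.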
